# Tracking cellular and molecular changes in a species-specific manner during experimental tumor progression *in vivo*

**DOI:** 10.18632/oncotarget.24598

**Published:** 2018-03-01

**Authors:** Emilie Indersie, Katarzyna B. Hooks, Caroline Capdevielle, Monique Fabre, Nathalie Dugot-Senant, Angélique Desplat, Sébastien Lepreux, Aksam Merched, Christophe F. Grosset, Martin Hagedorn

**Keywords:** hepatoblastoma, RNA-sequencing, chick chorioallantoic membrane, bioinformatics, experimental tumor model

## Abstract

Hepatoblastoma (HBL) is a pediatric liver cancer with defined molecular alterations driving its progression. Here, we describe an animal model for HBL on the chick chorioallantoic membrane (CAM), which recapitulates relevant features of HBL in patients. Expression of classic tumor-associated proteins such as β-catenin, EpCAM and CK19 was maintained in acini-like organized tumors on CAM, as was synthesis of AFP, a tumor marker used for monitoring patient response. RNA sequencing revealed an unexpected molecular evolution of HBL cells on the CAM, with significant deregulation of more than 6,000 genes including more than half of all HOX genes. Bioinformatic analysis distinguish between tumor cell-expressed genes and chick genes, thereby shedding new light on the complex interactions taking place during HBL progression. Importantly, human tumor suppressive ribosomal genes were downregulated after implantation, whereas mitochondrial genes encoding for anti-apoptotic peptides were strongly induced *in vivo*. Meprin-1α expression was increased during evolution of CAM tumors and confirmed by immunohistochemistry. Cisplatin, a commonly used chemotherapeutic agent for HBL, showed significant anti-tumoral effects. Our results broaden the understanding of the molecular adaptation process of human cancer cells to the microenvironment and might help to elaborate novel therapeutic concepts for the treatment of this pediatric liver tumor.

## INTRODUCTION

Tumor progression depends on molecular interactions of malignant cells with their surrounding stroma. After initiation of tumor development, dividing cancer cells need to establish communication with normal cells in order to receive nutrients and adhesion. *In vivo* modeling of these basic aspects of malignant tumor growth is important to identify novel therapeutic targets or biomarkers. There are only few reports about *in vivo* models of hepatoblastoma (HBL), [1, 2] even though the Huh6 cell line has been established more than 40 years ago. There is therefore a need for novel cell lines and models for HBL [3]. HBL, the most common pediatric liver cancer, is classified into histological subtypes reflecting different stages of liver development [4]. Etiology of the disease is unclear with few validated information available, but low birth weight and tobacco use of parents are emerging as factors favoring HBL [5]. Treatment options for HBL include chemotherapy, surgery or liver transplantation resulting in a five-year survival up to 85% [6]. Pretreatment staging and treatment outcome are defined by international collaborative research consortiums such as PRETEXT (PRETreatment EXTent of disease) and CHIC (Children’s Hepatic Tumors International Collaboration) [7]. In general, HBL respond well to chemotherapy. However, some tumors are resistant and chemotherapy can have dramatic effects on developing children, such as ototoxicity and severe hematological complications [8]. Therefore, novel therapeutic approaches and targets are needed to overcome limitations of current treatments.

On a molecular level, deregulations of several important signaling pathways have been evidenced in HBL. Signaling networks active during normal development become deregulated in HBL, including sonic hedgehog, MYC and Wnt, [9, 10] the latter being mainly triggered by gain-of-function mutations in the *CTNNB1* gene [11, 12]. These molecular alterations, which are thought to drive tumor initiation and progression, might become druggable targets in the future, once potent inhibitors are identified and validated. We have recently shown that microRNAs targeting beta-catenin might be used to inhibit HBL growth *in vitro* and *in vivo*, [13] opening the way to target oncogenes which are difficult to block pharmacologically. Previously, microarray analyses of HBL tumors have led to the identification of a 16-gene signature, which distinguishes between high risk and low risk patients [14]. Expression of a few genes can thus be informative for clinical outcome in HBL.

The chick embryo has been used successfully to gain insight into the interactions of malignant human cells of various origins with stromal cells of the host with a particular emphasis on lymphatic and blood vascular cells, including action of tumor-secreted growth factors such as VEGF [15–18]. The combination of a pertinent *in vivo* model with modern high-throughput microarrays allows discovery of molecular mechanisms driving tumor progression [16, 19]. Cross-species hybridization of experimental tumors grown on the CAM simultaneously on human and chick gene chips has broadened our understanding of tumor-stroma interaction, because tumor-cell regulated genes can be distinguished from stroma-expressed genes. Using this strategy *NTN1* and *CXCL4V1* have been identified as key tumor-promoting factors produced in pancreatic tumor cells [19, 20].

Here we used high throughput RNA sequencing (RNA-seq) to decipher molecular changes occurring during adaptation of HBL-derived Huh6 cells from *in vitro* growth condition to *in vivo* evolution on the CAM, separating tumor-cell gene regulation from the stroma compartment. Several genes identified in this model have never been described in the context of HBL. Their potential role for hepatoblastoma growth is discussed and their contribution to HBL progression warrants further investigation.

## RESULTS

### Morphological characterization of Huh6 cell growth on the CAM

At T1/E11 (T = Tumor day, E = embryonic day), a defined area on the CAM was covered by the tumor cell/matrigel mix, which adheres to the CAM surface (Figure 1A). Some bleeding was observed due to CAM laceration prior implantation. Tumors were grown until T7/E17, without clear externally visible changes in morphology except progressive covering of the experimental tumor with CAM cells (Figure 1A, T7/E17). HES staining of paraffin-embedded tumors show unorganized Huh6 cells in matrigel on T1/E11, which subsequently change morphology and organize themselves into acini-like structures visible on T4/E14 and T7/E17 (Figure 1B, arrows). Tumor cell organization was accompanied by continuous cell proliferation as evidenced by strong nuclear expression of Ki67 protein in the majority of tumor cells, clearly visible at T4/E14 and T7/E17 (Figure 1C). Importantly, experimental tumors maintained expression of cytoplasmic and nuclear β-catenin (Figure 1D). EpCAM (CD326), a surface receptor implicated in cell adhesion and associated with poor clinical outcome, has been shown to be expressed in a mouse model of HBL [25]. Strong immunoreactivity for this tumor marker was evidenced in experimental tumors grown on the CAM (Figure 1E). CK19, another protein frequently found overexpressed in HBL cells, was found highly expressed at the membrane of tumor cells on CAM (Figure 1F). For all antibodies used, the CAM itself (asterisks) showed no positive reactivity, except for beta-catenin (Figure 1D), which stained CAM epithelial cells. Taken together, these morphological and immunohistological results suggest that the chicken embryo CAM stroma provides a microenvironment favorable for short-term HBL growth.

**Figure 1:**
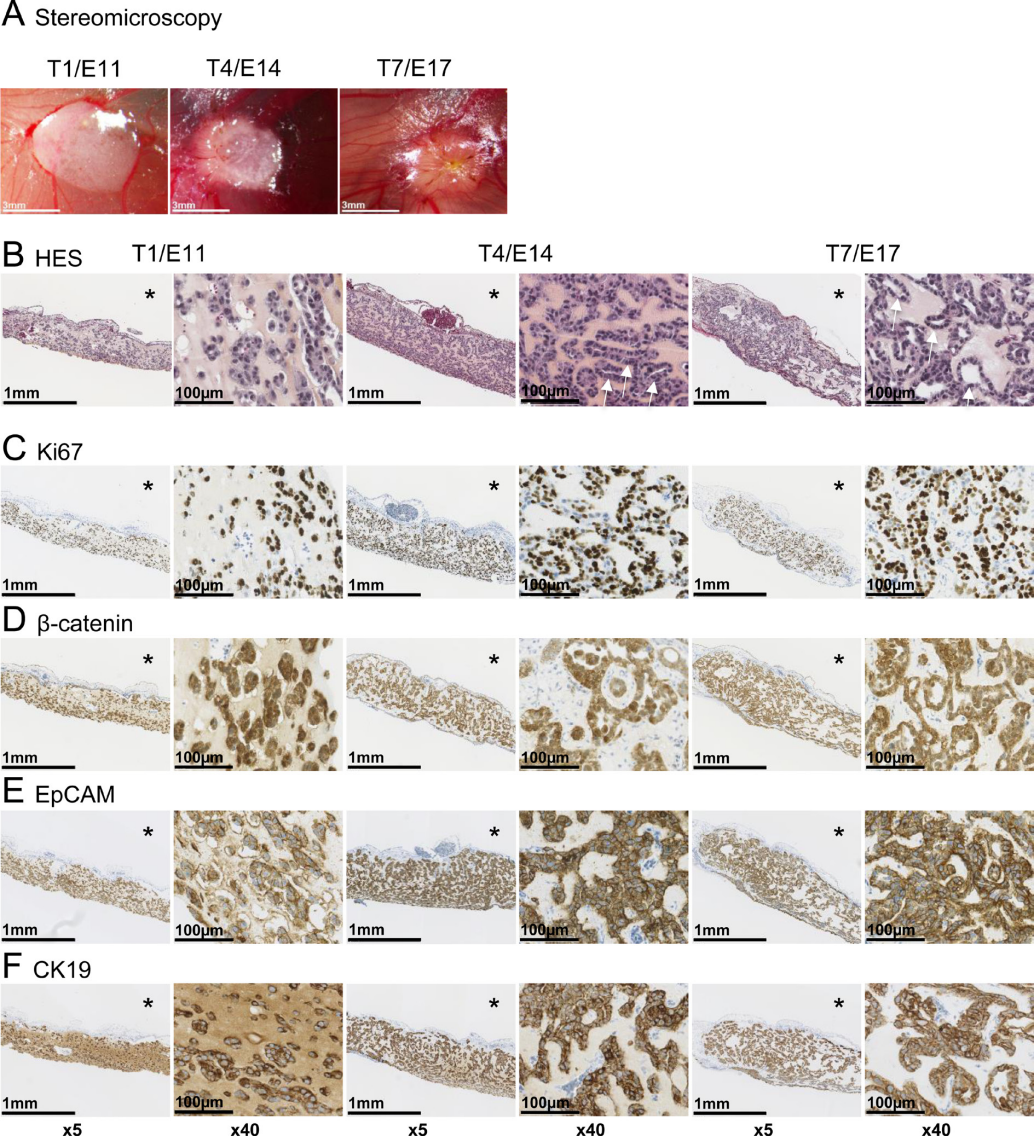
Histological and immunohistochemical analysis of experimental hepatoblastoma on the CAM (**A**) Stereomicroscopy monitoring of Huh6 cell growth and tumor formation on the CAM. (**B**) HES staining of paraffin-embedded tumors from T1 to T7 (arrows: acini-like structures; ^*^ = CAM). (**C**–**F**) Strong immunoreactivity for the proliferation marker Ki-67 and indicated proteins commonly found in hepatoblastoma tissue. Note that no signal was found in the CAM itself (asterisks), except for beta-catenin at the surface of CAM epithelial cells.

### RNA-sequencing, DE genes and bioinformatics results

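Huh6 is an established human hepatoblastoma cell line, and the CAM is the vascularized extraembryonic membrane of the chick embryo on which the cells were implanted at embryonic day 10. RNA was sequenced from tumors isolated 1, 4 and 7 days later (T1, T4 and T7, 3 samples each), from CAM without tumor at embryonic days 11, 14 and 17 (E11, E14 and E17, 3 samples each) and from Huh6 cells in culture (4 samples). The authors mapped the reads of each sample to the human and chicken genomes with hisat2, left out reads that mapped to both, and deposited the number of reads counted on each gene, without normalization. Human counts are given for 60619 genes in the 9 tumor and 4 Huh6 samples, and chick counts for 17108 genes in the 18 tumor and CAM samples. The totals on human genes were 9288741 to 21029422 per sample at T1 (median 15457617), 10540238 to 32102723 at T4 (median 12030788) and 6206774 to 19568717 at T7 (median 15567185). In Huh6 cells they were 37215893 to 50624999 (median 42659863.5). The paper states averages of 40 M raw reads for the tumor and CAM samples and 34 M for Huh6, and the values here use the gene counts. Each of the 4 Huh6 samples held more counts on genes than that average of raw reads, with a mean of 43.3 M. At 1 count per pair, an average of 34 M could not give these totals unless some reads were counted more than once. Either that average does not hold for these counts or the 2 reads of a pair were counted singly, and which of these applies is not settled. The tumor and CAM samples were sequenced as single-end reads of 50 nt and the Huh6 samples as read pairs, so that every comparison of a tumor with Huh6 is also a comparison of read layouts, and no fit can separate the 2 differences. Differential expression was tested with edgeR's quasi-likelihood test on the counts, with TMM normalization, on the 18368 human genes and the 11027 chick genes in tumor samples that passed edgeR's expression filter. Genes were called at the paper's thresholds, an adjusted p-value under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change over 1. In simulated counts with 200 genes changed, the test of T7 against Huh6 recovered 145 of them among 17936 genes, with 10 false calls.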

To understand the development of Huh6 cells on the CAM at a molecular level, we performed RNA-seq transcriptional analysis of tumors on days T1, T4 and T7, and in parallel of CAM on days E11, E14 and E17 (Figure 2). Since each tumoral sample grown on CAM contained fraction of chicken cells we used a conservative experimental strategy allowing us to clearly distinguish the origin of each read. 

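In the 9 tumor samples, the human and chick gene counts after this separation give the share of human transcripts among counts assigned to either species. At T1 it was 72.3%, 66.0% and 72.2% in the 3 samples, with a mean of 70.2% ± 3.60 (SD, n = 3). At T4 the mean was 74.5% ± 3.28 (SD, n = 3), and at T7 it was 79.8% ± 6.20 (SD, n = 3), with the 3 samples at 86.7%, 77.7% and 74.8%. Every T7 sample lay above every T1 sample, a difference of 9.59 percentage points between the means, with a p of 0.1 in a two-sided exact permutation test, the smallest p that 3 samples against 3 allow. Counting error was small beside these spreads, since the 95% exact binomial (Clopper-Pearson) interval of the shallowest T7 sample ran from 77.71% to 77.77%, which covers counting error only. When mitochondrial genes were left out, the difference between T7 and T1 was 10.1 percentage points.

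**Figure D1:**
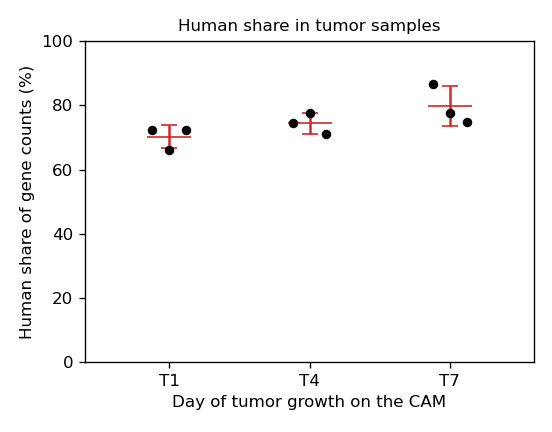
Human share of the gene counts assigned to either species, in percent, in each tumor sample (black points) at T1, T4 and T7, with the mean and SD of the 3 samples (red). The means rise from 70.2% to 79.8% while single samples of neighbouring days overlap.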

We mapped all RNA-seq reads to both genomes and used for subsequent analysis only those uniquely mapping to either chicken or human genome (Figure 3A). This protocol resulted in 86% of reads coming from Huh6 cell RNA mapping only to the human genome, one percent of reads were common to human and chick and 13% failed to map. Similar proportions were found for reads coming from CAM RNA: 83% mapped to chicken genome, 1% was ambiguously mapped and 15% failed to map. 

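Over the 9 tumor samples together, 73.8% of the counts assigned to genes of one species were on human genes. This is a share of counts on genes, and reads that mapped to a genome outside genes, to both genomes or to neither do not enter it.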

In CAMs bearing Huh6 cells 63% of reads matched to human only, 23% to chicken, 1% to both and 13% did not map.

**Figure 2:**
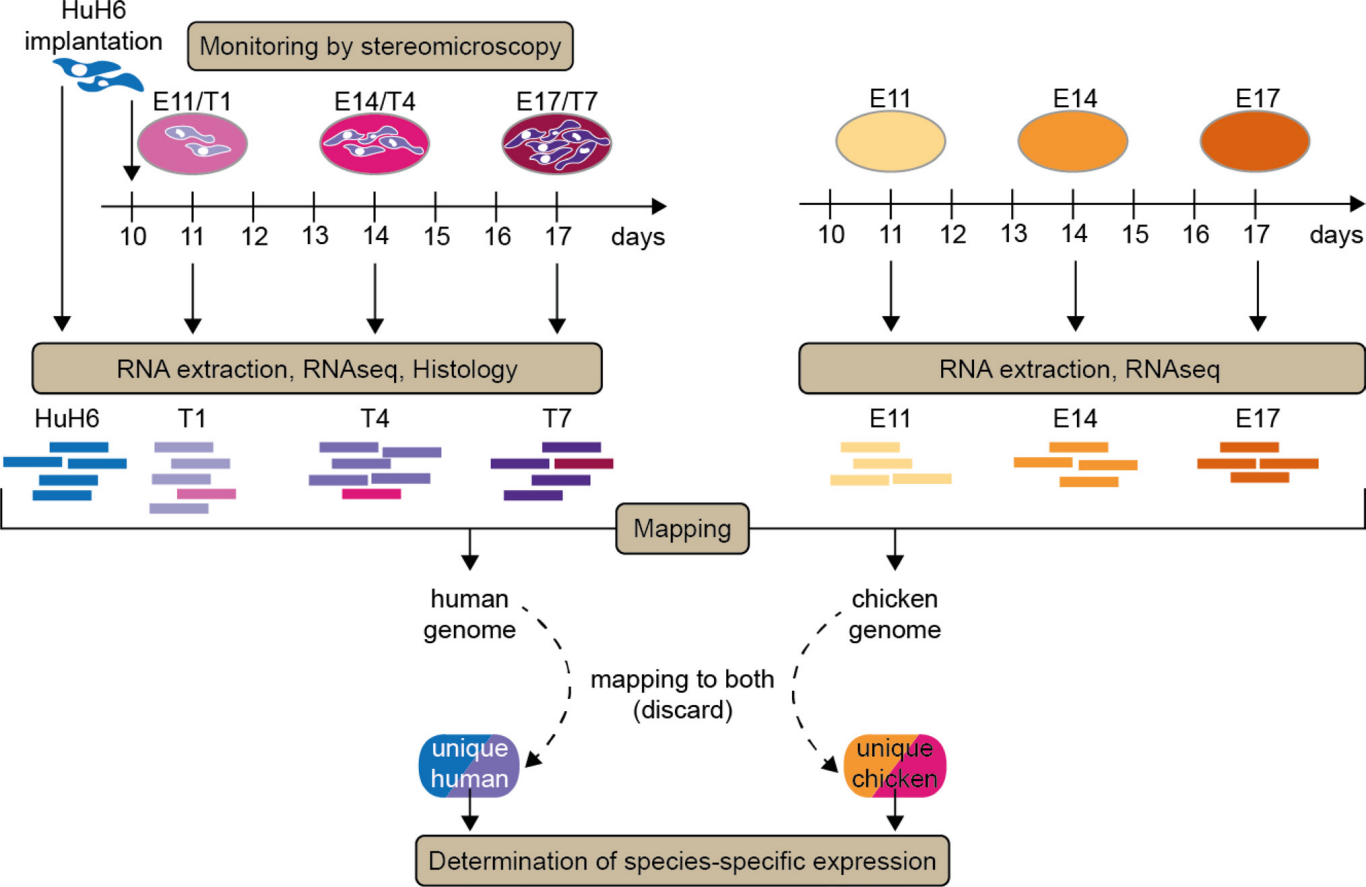
Implantation and sequencing strategy The schema is presenting the overall model and gene selection set-up. Huh6 cells were implanted on embryonic day 10 (E10) and tumors isolated one (T1, E11), four (T4, E14) and seven (T7, E17) days later. At each day, photos were taken and representative tumors isolated for further processing (histology, RNA extraction). Normal CAMs at the same days were also isolated as reference tissue containing only chick genes as well as Huh6 cell mRNA prior to implantation on the CAM. Species-specific gene regulation strategies are applied at indicated stages/tumor progression days.

**Figure 3:**
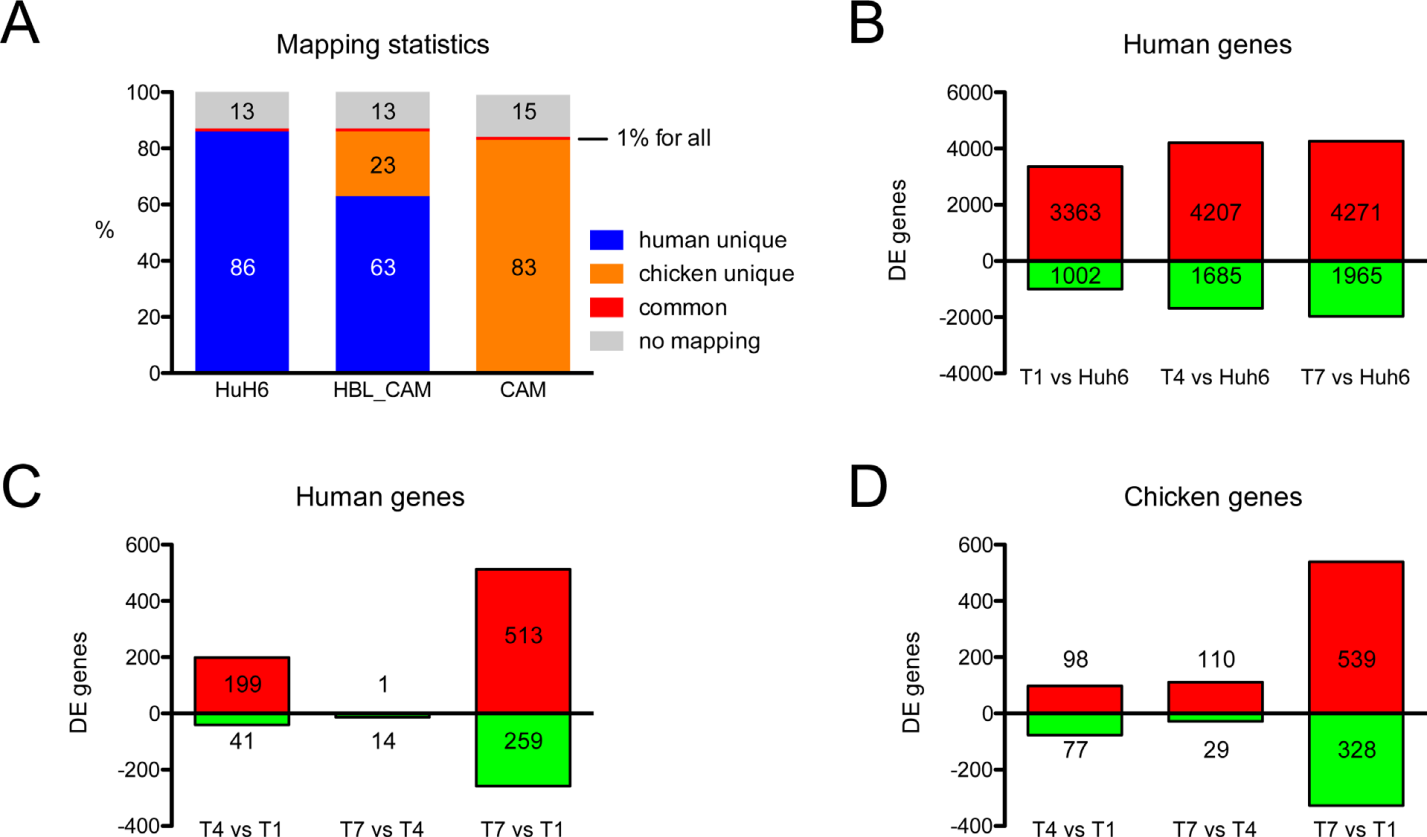
RNA-seq mapping statistics and significantly regulated genes (**A**) Due to experimental design there was a need to separate the origin of RNA reads. Therefore, reads were mapped to both human and chicken genomes. Around 1% of them were mapped to both species in any of the samples, whereas around 14% failed to map. See Results for naming of resulting read subsets. (**B**) A large number of genes were significantly regulated between Huh6 cells *in vitro* and different days on CAM (T1-7) with many genes upregulated. Regulation of genes expressed by Huh6 cells (**C**) and chicken host (**D**) during growth on CAM.

We analyzed differentially expressed (DE) genes for each subset of samples. We found that 3,363 human genes are upregulated in the developing Huh6 tumors as compared to the cell line, whereas 1,002 genes are downregulated (Figure 3B). 

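The number of called human genes at each day against Huh6 was as follows. At T1, 2947 of 18368 genes were called, 2144 of them higher and 803 lower than in Huh6. At T4, 2905 genes were higher and 1428 lower, and at T7, 3000 were higher and 1665 lower. Of the genes called higher at T1, 50.4% were annotated as pseudogenes, against 10.5% of all genes tested, and with pseudogenes left out the calls at T1 were 1000 higher and 562 lower. Scaling moved the balance of directions, since with total counts in place of TMM factors 3129 genes were higher and 451 lower at T1, and the median log2 fold change of all genes was then 0.31. The filter on low counts moved the total most, from 4365 genes at T1 when every gene with at least 1 count was tested to 1048 when only genes with at least 10 counts in every library were. The genes with the largest changes at T1 included *MTRNR2L10* (chromosome X, 55181391 to 55182920 of GRCh38), which had no count in any Huh6 sample and was at least 461-fold higher at T1, and *RPL41P1* (chromosome 20, 21755270 to 21755350), a processed pseudogene at least 27.9-fold lower.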

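Between T1 and T4, no human gene was called, while 2093 of the 18368 tested had an unadjusted p under 0.05. DESeq2's Wald test, in place of edgeR, called 235 human genes in the same comparison, 194 higher and 41 lower at T4. From T1 to T7, 372 human genes were called, 280 higher and 92 lower at T7. This count rests on single samples, since it was 12 without the first T1 replicate and 827 without the fourth Huh6 replicate, which enters the shared estimate of the spread. Among the largest rises from T1 to T7 were those of *CDHR5* (log2 fold change 4.94, standard error 0.63, adjusted p = 0.00542, but 0.0613 without the first T1 replicate) and *FAM20A* (4.83, standard error 0.56, adjusted p = 0.00507). *RGS4* fell by 4.16 on the log2 scale (standard error 0.60, adjusted p = 0.0103, edgeR), a call that was lost without the first T1 replicate, without the first T7 replicate and without the second T7 replicate (adjusted p = 0.059, 0.0787 and 0.0746). In the chick counts of the same 9 samples, 126 genes were called from T1 to T4 (90 higher and 36 lower), and 560 from T1 to T7 (371 higher and 189 lower). Without the first T1 replicate, the chick counts gave 3 genes from T1 to T4 and 256 from T1 to T7.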

We compared the numbers of DE genes during the course of experiment separately for human genes originating from Huh6-derived tumors (Figure 3C) and for chicken genes in tumor stroma/adjacent CAM (Figure 3D). 

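From T4 to T7, no human gene passed the thresholds (553 of 18368 had an unadjusted p under 0.05), and 1 of 11027 chick genes did, with 929 at an unadjusted p under 0.05. The chick gene, ENSGALG00000006471, rose from 9.91 ± 0.791 to 44.9 ± 12.6 CPM (counts scaled to library size by edgeR) (SD, n = 3 each), a log2 fold change of 2.16 (standard error 0.25, adjusted p = 0.0387, edgeR). It was not called with all 18 chick libraries in one fit (adjusted p = 0.255), with a replicate block (0.110), or in 7 of the 9 fits that each left out 1 tumor sample (adjusted p from 0.0673 to 0.245). The chick totals at T7 had the lowest median of the 6 groups and ran from 1777348 to 5233494 counts per sample, against 3021649 to 13004492 at T4. DESeq2's Wald test without shrinkage called 11 human genes and 61 chick genes in this comparison. From its own counts, the paper sets the few human genes regulated over this time against a chick stroma whose transcriptome changes gradually.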

We noticed that only 15 human genes were regulated between T7 and T4, whereas the chick stroma transcriptome changes gradually with 139 genes differentially expressed in the same time frame. We then analyzed in details the top DE genes between Huh6 cells before and after implantation (Figure 4A), tumor transcripts (Figure 4B) and chicken transcripts during experiment (Figure 4C). The top genes upregulated in implanted Huh6 belong to a family of MT-RNR2-like genes encoding humanin peptides, whereas some of the most downregulated genes are ribosomal proteins *RPL7* and *RPS3A* (Figure 4A and Supplementary Table 1). 

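*MTRNR2L8* (chromosome 11, 10507887 to 10509189 of GRCh38) rose from 0.764 ± 0.464 CPM in Huh6 (SD, n = 4) to 514 ± 80.4 at T1 and 367 ± 2.99 at T7 (SD, n = 3 each). The log2 fold change was 9.38 at T1 (standard error 0.42, adjusted p = 1.59e-08) and 8.89 at T7 (standard error 0.42, adjusted p = 2.52e-08, edgeR). All 6 MTRNR2L genes tested were called higher at T7 than in Huh6 (limma's camera test, p = 6.53e-09, as small in 1 of the 35 splits of an exact permutation of the samples). These genes are nuclear copies of the mitochondrial 16S rRNA gene *MT-RNR2* and share sequence with it, and their summed counts were 10.6% to 12.1% of the counts of *MT-RNR2* in the 9 tumor samples and 0.022% to 0.0308% in the 4 Huh6 samples. When the counts of *MT-RNR2* and its copies were added, the log2 fold change against Huh6 was -0.34 at T1 (adjusted p = 0.471) and -0.94 at T7 (adjusted p = 0.0251, edgeR). *RPL7* (chromosome 8, 73290267 to 73295789) fell from 4144 ± 907 CPM in Huh6 (SD, n = 4) to 90.4 ± 27.4 at T1 (SD, n = 3), a log2 fold change of -5.52 (standard error 0.26, adjusted p = 2.6e-08, edgeR). *RPS3A* (chromosome 4, 151099573 to 151104652) fell from 2327 ± 1237 (SD, n = 4) to 141 ± 38.5 CPM at T1 (SD, n = 3), by 4.05 on the log2 scale (standard error 0.36, adjusted p = 3.9e-06, edgeR). Both have processed pseudogenes with which a 50-nt read can be shared, and 33.8% of the 50-mers of *RPL7* and 16.6% of those of *RPS3A* were found in no other gene.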

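The complement component gene *C3* (chromosome 19, 6677704 to 6730562 of GRCh38) rose from 1.82 ± 0.285 CPM in Huh6 (SD, n = 4) to 46.7 ± 13.1 at T7 (SD, n = 3). Its log2 fold change was 4.69 (standard error 0.28, adjusted p = 1.87e-07, edgeR), and every 50-mer of the gene was its own. Of 55 cytochrome P450 genes listed before the data were examined, 24 passed the expression filter, and 16 of these were higher and 8 lower at T7 than in Huh6. Over all genes tested, 10 of them were called higher and 1 lower, and adjusted over the list alone, 11 were higher and 1 lower. As a set they had a median log2 fold change of 1.01 (p = 0.0103, limma's camera test), and in an exact permutation 2 of the 35 splits of these 7 samples gave a p as small. From T1 to T7 the set had a p of 0.052 by camera and of 3.24e-04 by fry, a self-contained set test.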

In general, Huh6 cells growing on CAM start to express some of the typical liver genes including complement component *C3* and many members of the cytochrome p450 family (Supplementary Table 4–6). 

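Of 39 human HOX genes, 36 gene entries passed the expression filter, and 21 of them were called between T7 and Huh6, 19 higher and 2 lower at T7. Adjusted over the list alone, 22 were called, 19 higher and 3 lower. The median log2 fold change was 1.16, with 28 entries higher and 8 lower. As a set the HOX genes gave a p of 4.98e-05 in the camera test with a preset correlation of 0.01, of 2.73e-06 by fry, and of 0.0532 by camera with the correlation estimated from the data. Their direction was up with TMM, RLE and total-count scaling. *HOXC12* (chromosome 12, 53954834 to 53958956 of GRCh38) had the largest change of the list, from 0.289 ± 0.147 CPM in Huh6 (SD, n = 4) to 35.7 ± 15.1 at T7 (SD, n = 3), a log2 fold change of 6.95 (standard error 0.52, adjusted p = 1.05e-06, edgeR). *HOXA9* (chromosome 7, 27162435 to 27175180) rose from 8.39 ± 1.11 (SD, n = 4) to 65.8 ± 7.86 CPM (SD, n = 3), a log2 fold change of 2.97 (standard error 0.26, adjusted p = 3.88e-06, edgeR).

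**Figure D2:**
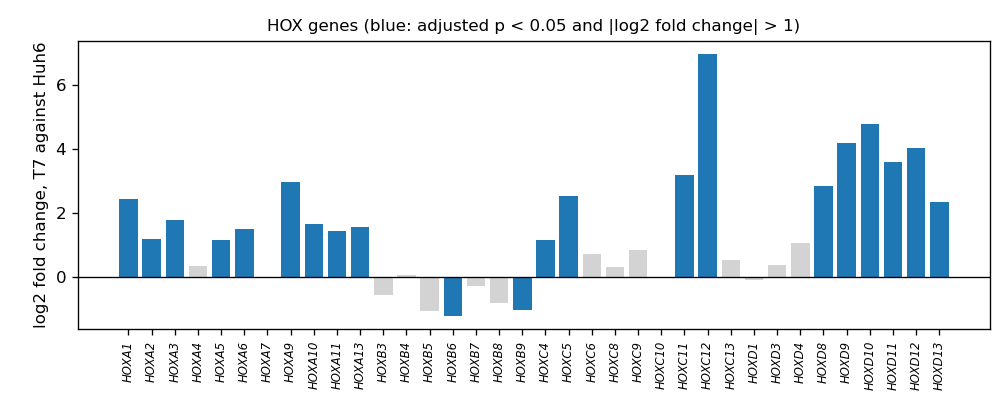
Log2 fold change of each HOX gene tested between T7 tumors (3 samples) and Huh6 cells in culture (4 samples), ordered by cluster and number, with called genes in blue and others in grey. Of the 36 bars, 28 are above 0 and 8 below, and HOXC12 is the highest at 6.95.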

Ingenuity pathway analysis (IPA) revealed also upregulation of many homeobox proteins including *HOXC12*, *HOXA9* and *HOX* (Supplementary Figure 1). During the course of tumor development we observed a slight but significant decrease of *LIN28A* stem cell marker typical for HBL and an increase of 3-hydroxy-3-methylglutaryl-CoA synthase 2 *HMGCS2* and *MEP1A* (Figure 4B, Supplementary Tables 2 and 7–9). On the other hand, the CAM during the course of the experiments expresses typical genes involved in chicken development like *TGM4*, *KRT15* and *NEU2* (Figure 4C, Supplementary Tables 3 and 10–12). 

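*LIN28A* (chromosome 1, 26410778 to 26429722 of GRCh38) fell from 1459 ± 219 CPM at T1 to 380 ± 114 at T7 (SD, n = 3 each). Its log2 fold change was -1.94 (standard error 0.21, adjusted p = 0.00507, edgeR), and it was called in every alternative and with each sample left out in turn. *MEP1A* (chromosome 6, 46793390 to 46839782) rose from 3.86 ± 2.74 to 46.0 ± 19.4 CPM (SD, n = 3 each), a log2 fold change of 3.53 (standard error 0.52, adjusted p = 0.011, edgeR). This call was lost without the first T1 replicate (adjusted p = 0.0729), without the first T7 replicate (0.0673) and without the second T7 replicate (0.0611).

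**Figure D3:**
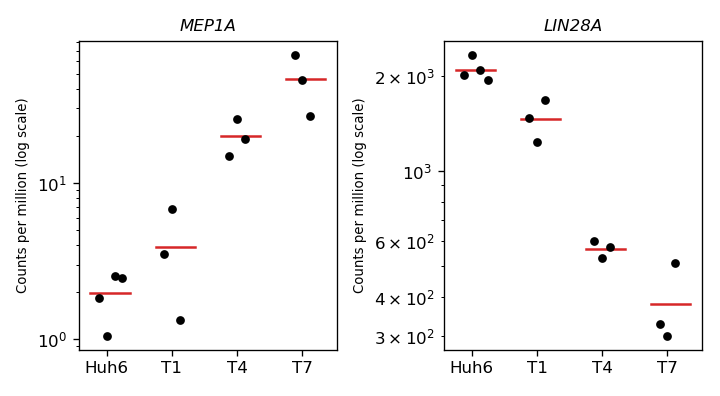
CPM, on a log axis, of MEP1A and LIN28A in each sample of Huh6 cells, T1, T4 and T7 tumors, with the mean of each group (red line). MEP1A rises toward T7, to a mean of 46.0, while LIN28A falls to a mean of 380.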

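The chick gene table holds identifiers without names, and the names of the genes in Supplementary Table 3 were matched to it by their mean normalized counts and a log2 fold change within 0.25 of the table's. The fold changes used were those of E17 against E11 from DESeq2 with shrinkage, since those of T7 against T1 did not match the table, and the names of these genes depend on that choice. The match was set after the data were examined, and 38 of the 40 genes of that table were joined. *TGM4* (ENSGALG00000011888) rose from 114 ± 49.5 CPM at T1 to 903 ± 377 at T7 (SD, n = 3 each), a log2 fold change of 2.99 (standard error 0.56, adjusted p = 0.0116, edgeR). This call was lost without the first T1 replicate (adjusted p = 0.0582). *KRT15* (ENSGALG00000019718) rose from 309 ± 94.4 to 976 ± 446 CPM (SD, n = 3 each), a log2 fold change of 1.66 (standard error 0.35, adjusted p = 0.0184, edgeR). It was not called without the first T1 replicate (adjusted p = 0.0693) or without the second T7 replicate (0.0577). *NEU2* was not analysed here.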

Because we detected an upregulation of *MEP1A*, a gene normally expressed in small intestine and colon, in Huh6 cells grown on the CAM, we set out to confirm the relevance of its expression in HBL and confirmed the overexpression of the protein by immunohistochemistry in a patient sample and in Huh6 tumors grown on CAM (Figure 4D).

**Figure 4:**
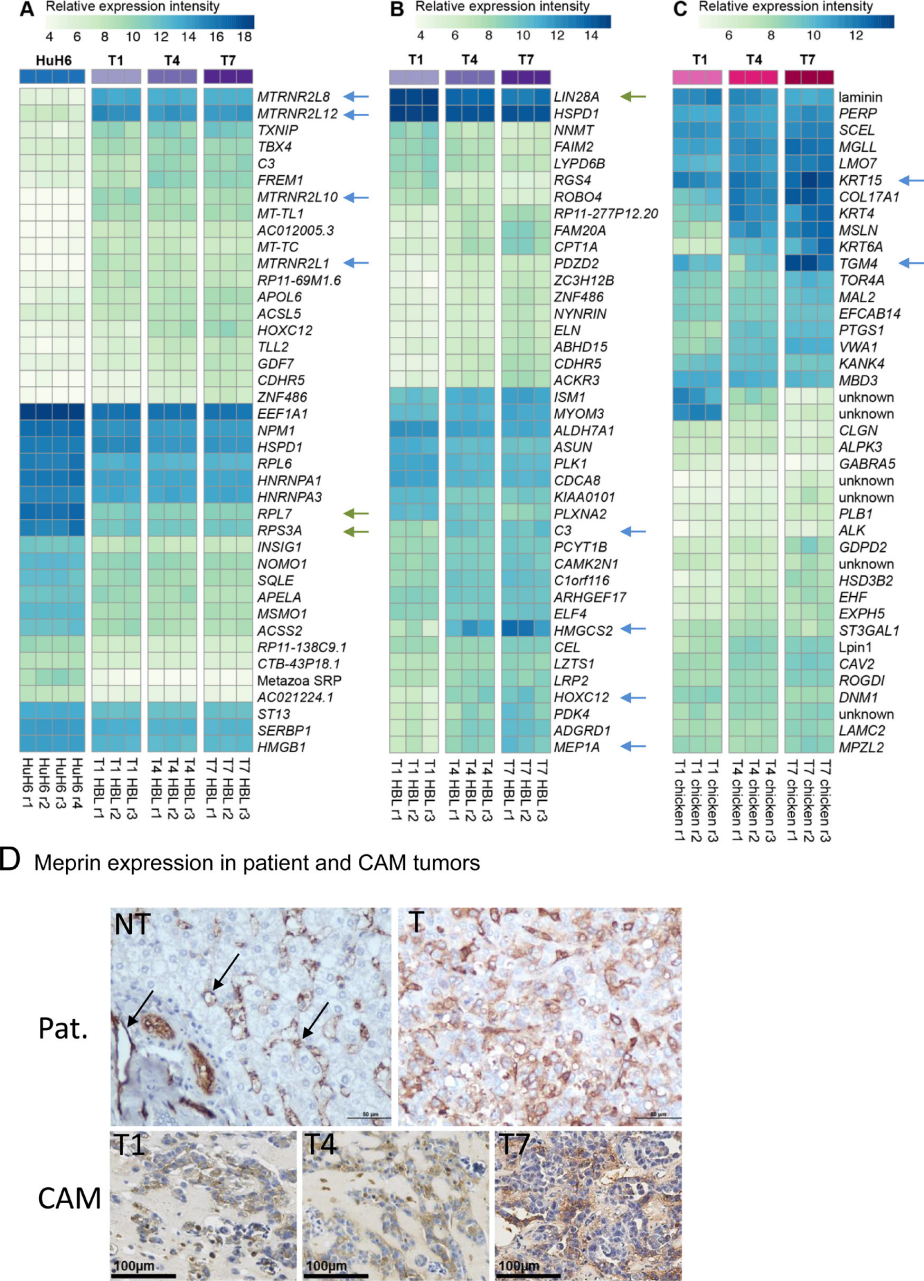
Differentially expressed human and chick genes (**A**) Striking differences in gene regulation were observed between *in vitro* cultured Huh6 cells and CAM-implanted cells. (**B**) Top 40 differentially expressed human genes during short-term evolution of experimental HBL tumors from T1 to T7. Arrows point to genes strongly induced during tumor growth on CAM. (**C**) Chicken genes regulated in the tumor stroma and adjacent CAM. (**A**–**C**) Upregulated and downregulated human genes are indicated with blue and green arrows, respectively. (**D**) Comparison of meprin-1α expression in a representative patient (Pat.) hepatoblastoma with experimental HBL grown on the CAM. Arrows point to the wall of blood capillaries in non-tumoral liver (NT), whereas in HBL, cytoplasmic staining is found in tumor cells, in a similar manner as on the CAM.

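For the CAM itself, chick gene counts of 9 samples of normal CAM and 9 of CAM with tumor were compared, with 3 samples of each at every day. Total chick counts were 15929730 to 22446476 per sample at E11 (median 17917213), 17883252 to 23142685 at E14 (median 21253153) and 14074176 to 25191598 at E17 (median 14242454). They were lower in CAM with tumor, 3580977 to 10822431 at T1 (median 5913547), with medians of 4092561 at T4 and 2995288 at T7. The main comparison of tumor CAM with normal CAM used edgeR with the day as a covariate over 12631 genes, and the comparisons at each day came from one fit of all 6 groups. In 14 of the 15 pairs of groups, samples with the same replicate number did not all deviate together. The exception was E14 and E17, where the deviations of the 3 pairs had correlations of 0.172 to 0.359.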

Lastly we wanted to focus on the transcriptional differences in the CAM tissue that are specifically induced by the growth of Huh6 tumors. We first performed a principal component analysis of the 1,000 most expressed genes in non-implanted CAM (E11, E14 and E17) and in CAM bearing tumors at the corresponding developmental days (Figure 5A). 

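The counts were transformed with DESeq2's variance stabilizing transformation, and the 1000 genes with the highest mean were scaled before the analysis. The first component held 30.7% of the variance and the second 19.2%. Distances between the means of groups were taken on these 2 components.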

At day 1, CAMs with (T1) or without (E11) Huh6 tumor cells showed a heterogeneous distribution, most likely reflecting differences in development speed, more pronounced in earlier stages of development. 

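Samples of day 1 lay far from the mean of their own group, at an average distance of 25.7 at E11 and 14.3 at T1, against 5.41 at E14 and 2.66 at T4. On the first component, the 3 E11 samples were at -39.10, 13.76 and 8.05, and the 3 T1 samples at -18.83, -7.16 and -40.29. The average spread of the day 1 groups was 3.10 times that of the later groups, but 1.35 times without the first E11 replicate and 1.39 times when all components were used. The spread within E17 was 13.6, so that the spread did not fall steadily with age.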

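On the first 2 components, the means of T4 and E14 were 9.48 apart. The corresponding distance was 16.4 between T1 and E11 and 17.3 between T7 and E17. The distance at day 7, divided by that at day 4, was 1.83, but 1.01 when all components were used. By gene, 202 of 12631 chick genes were called between T4 and E14 (156 higher and 46 lower in CAM with tumor), 207 between T1 and E11 (76 higher and 131 lower) and 110 between T7 and E17 (92 higher and 18 lower). The count at day 1 was 79 higher and 52 lower with total counts in place of TMM factors. With only the 2 groups compared in the fit, the counts were 6 at day 1, 520 at day 4 and 1 at day 7. The count for T4 and E14 was 11 without the first E14 replicate, that for T1 and E11 was 45 without the first T1 replicate, and that for T7 and E17 was 24 without the first T7 replicate. *KRT75* (ENSGALG00000027139), which had 2.62 ± 1.71 CPM at E14 and 244 ± 289 at T4 (SD, n = 3 each), had a log2 fold change of 6.52 (standard error 1.27, adjusted p = 0.0209, edgeR). That call was lost without any 1 of the E14 replicates (adjusted p = 0.122, 0.0858 and 0.0770) and without the third T4 replicate (0.0975).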

At day 4, as the CAM vasculature becomes mature, differences between Huh6-implanted CAMs and non-tumor-bearing (normal) CAMs were minimal (compare T4 and E14). Finally, at day 7 normal CAMs (E17) were different from tumor CAMs of the same day (T7), and T4 and T7 tumors grouped together with the E14 CAMs indicating a more immature phenotype of E17 CAMs with tumors cells (Figure 5A). 

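The mean of the T7 samples lay 9.81 from that of E14 and 17.3 from that of E17, a ratio of 0.57. For the single T7 samples the ratio was 0.236, 0.868 and 0.655. The mean of T4 was 11.8 from that of T7 and 9.48 from that of E14, but nearer to that of E11, at 8.43. The ratio was 0.91 without the second E17 replicate, 0.969 with 5000 genes, and 1.07 over all components, where T7 was no longer nearer to E14. The E17 samples had an SD of 17.0 on the first component (n = 3), and the groups differed more clearly on the second component, where the mean was -5.72 ± 3.25 at T7 and -22.41 ± 7.21 at E17 (SD, n = 3 each). From the position of T7 beside E14, the paper reasons that CAM with tumor cells is more immature than normal CAM of the same age.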

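Over the 18 CAM samples, 479 of 12631 chick genes were called between CAM with tumor and normal CAM, 327 higher and 152 lower with tumor. With an adjusted p under 0.05 alone the count was 1351, and with at least 10 counts in every library required it was 216. *HHIP* (ENSGALG00000009948), the hedgehog-interacting protein gene, had 54.6 ± 40.8 CPM with tumor and 4.37 ± 2.59 without (SD, n = 9 each), and *FGF10* (ENSGALG00000014872) had 4.18 ± 1.32 and 1.36 ± 0.468. The log2 fold change of *FGF10* was 1.67 (standard error 0.26, adjusted p = 6.38e-04, edgeR). *COL22A1* (ENSGALG00000016195) rose from 3.32 ± 1.91 to 48.1 ± 35.9 CPM (SD, n = 9 each), a log2 fold change of 3.75 (standard error 0.61, adjusted p = 8.72e-04, edgeR). The complement genes *C7* (ENSGALG00000014835) and *C3d* (ENSGALG00000011509) had log2 fold changes of 1.59 (standard error 0.24, adjusted p = 5.1e-04) and 2.72 (standard error 0.27, adjusted p = 2.79e-05, edgeR). The largest rises were in *LOC100857892* (3.09, adjusted p = 8.88e-04) and *IL7R* (3.04, adjusted p = 7.94e-06), besides *C3d*, among genes whose groups did not overlap. Of the falls, *PDLIM3* had the largest by the same rule, a log2 fold change of -2.25 (adjusted p = 0.00172, edgeR). Each of these genes kept its call with each sample left out in turn and in every alternative that tested it, and *FGF10* and *PDLIM3* were not tested with at least 10 counts in every library. *KIF26A* and *COL18A1* were not analysed here.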

Then we looked at the most deregulated genes in CAM with tumors and found genes responsible for proliferation like *KIF26A*, *HHIP* and *FGF10*, collagens *COL22A1* and *COL18A1* and complement components *C7* and *C3d* (Figure 5B and Supplementary Table 13). IPA analysis revealed that many of the deregulated genes in the chick stroma in presence of Huh6 cells are participating in the formation of blood vessels (Supplementary Figure 2). These genes include *VEGFA*, the major proangiogenic growth factor, together with one of its receptors, *FLT1*, but also other proangiogenic genes such as *ANGPT1*, *CXCR4*, *FN1* and *HGF*.

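HGF/SF (ENSGALG00000008461), had 25.8 ± 8.75 CPM in CAM with tumor and 11.1 ± 4.34 in normal CAM (SD, n = 9 each). The log2 fold change was 1.21 (standard error 0.23, adjusted p = 0.00311, edgeR). At day 7 alone it was 1.33 (standard error 0.43, adjusted p = 0.14), which passed the thresholds only without the first E17 replicate (1.94, adjusted p = 0.0496). The chick genes *VEGFA*, *FLT1*, *ANGPT1*, *CXCR4* and *FN1* were not analysed here.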

**Figure 5:**
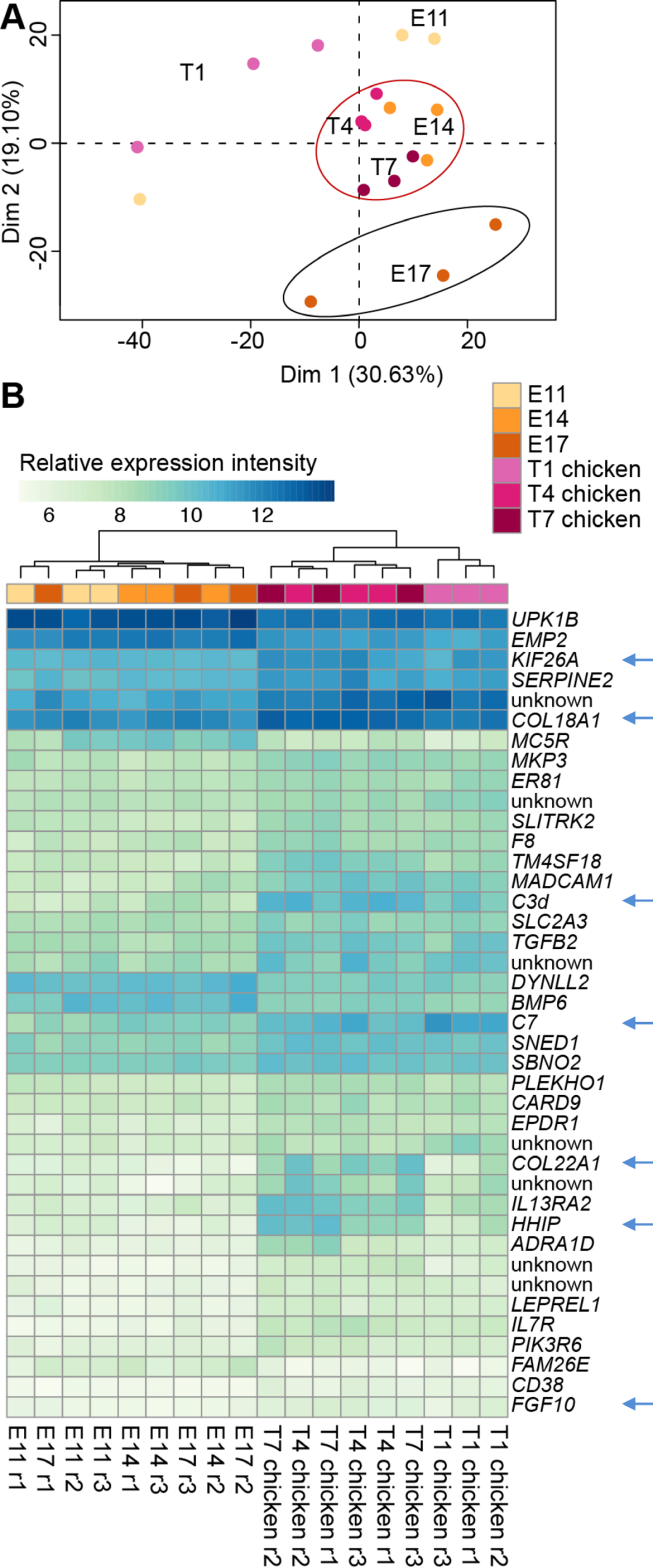
Comparison of CAM transcriptomes during normal development and with Huh6 tumor growth (**A**) Principal component analysis (PCA) of 1,000 most expressed genes in CAM samples. Difference between E17 and E14 is more pronounced than between T7 and T4 despite the same time frame. (**B**) Heatmap of top 40 genes differentially expressed between normal CAMs and corresponding CAMs implanted with tumor cells. Arrows point to interesting candidate genes, whose pro-tumoral functions are discussed in text. Samples on both panels are colored according to the legend. Normal CAM samples are listed as E11, E14 and E17, whereas CAM with Huh6 tumors are listed as T1, T4 and T7 chicken.

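The means of E14 and E17 were 25.0 apart on the first 2 components, and those of T4 and T7 were 11.8 apart. By gene, 104 chick genes were called between E17 and E14, 63 higher and 41 lower at E17, a count that was 0 without the first E14 replicate (and 312 without the second E17 replicate). With a replicate block it was 70, 40 higher and 30 lower. In the same fit, no gene had a change from day 4 to day 7 that differed between CAM with tumor and normal CAM at the thresholds, with 507 of 12631 at an unadjusted p under 0.05. In simulated counts with 200 genes changed, this test of the difference recovered 102.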

### *In vivo* growth inhibition of experimental tumors by cisplatin

To validate the model for experimental treatments, we applied standard chemotherapy to HBL CAM tumors. Cisplatin treatment leads to significant growth inhibition in the HBL CAM model as evidenced by HES staining and several biological parameters (Figure 6). First, cisplatin-treated tumors showed signs of necrosis on the surface more frequently compared to control tumors (Figure 6A, 6E). No effect of cisplatin treatment on tumor weight is observed at T1, but at T4 and T7, a significant reduction of tumor weight is evidenced (*P* < 0.001, Figure 6F). This is further confirmed by HES histology (Figure 6B), as well as the strong presence of apoptotic cells (cleaved caspase 3 staining; Figure 6C) although treated tumors still contained Ki-67 positive cells (Figure 6D). These results suggest that the model is suitable for testing novel anti-tumor drugs in a controlled *in vivo* environment within one week only.

**Figure 6:**
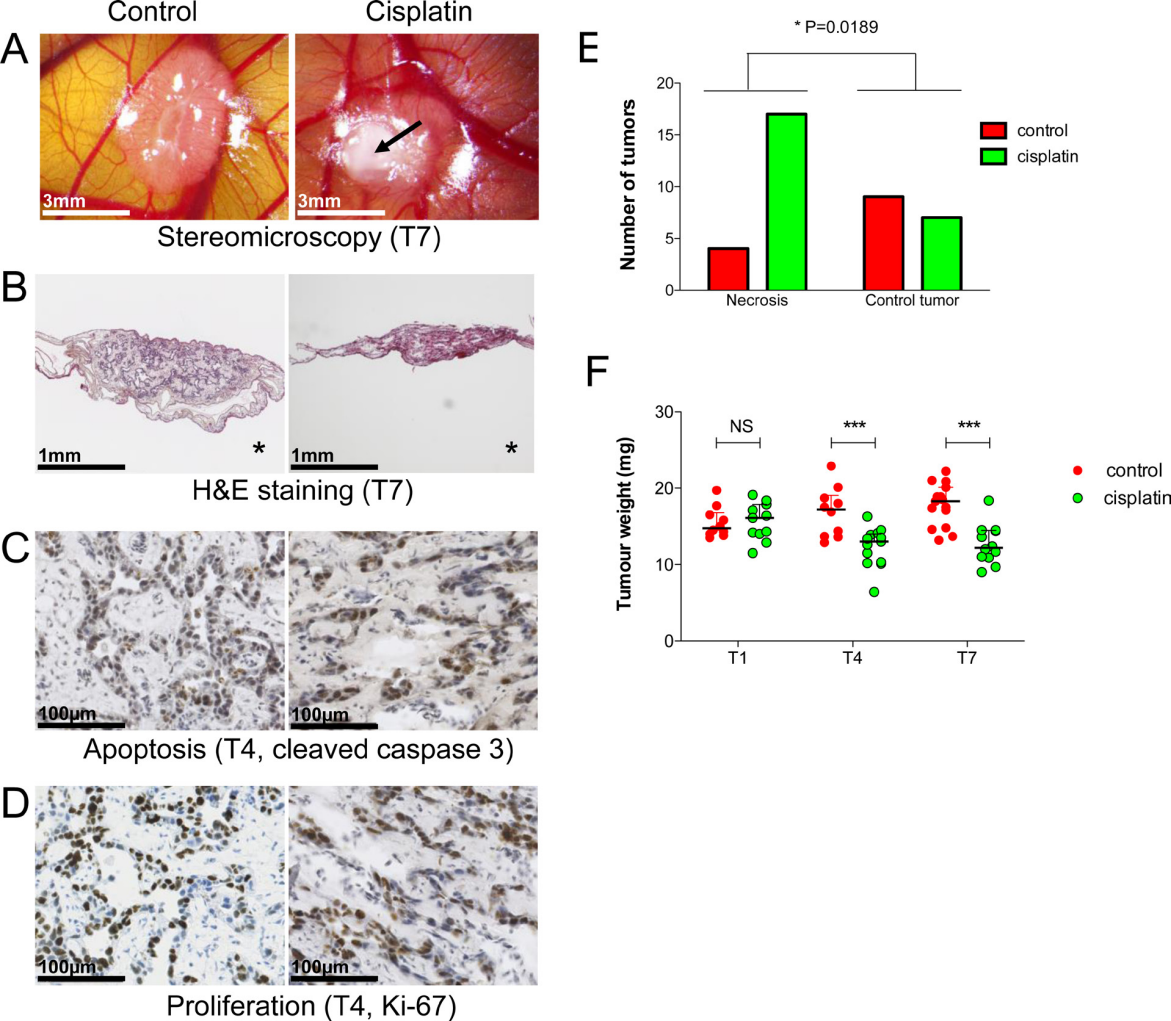
Cisplatin effects on experimental hepatoblastoma on the CAM (**A**) Stereomicroscopy of control and cisplatin-treated tumors at T7 on the CAM. Signs of necrosis (arrow), a phenotype used to evaluate treatment efficacy (see E). (**B**) HES staining confirms tumor growth inhibition after cisplatin treatment. (**C, D**) Immunohistological demonstration of increased apoptosis and decreased cell proliferation in the cisplatin group. (**E**) Quantification of cisplatin effects based on phenotypic examination of tumors (signs of necrosis). (**F**) HBL growth inhibition by cisplatin at T4 and T7 evidenced by tumor weight.

## DISCUSSION

To model tumor-host interactions *in vivo*, we have established several models of highly aggressive tumors using the chick chorioallantoic membrane as host tissue [16, 19, 26, 27]. Cellular and molecular characterization of these models using microarrays revealed expression of genes playing important roles in human tumors as well. To uncover novel gene deregulations using our model, we focused here on HBL, a rare but aggressive childhood tumor. Although high-throughput gene expression studies have been performed to compare HBL to normal liver, [28] such studies cannot distinguish between tumor genes and stroma-expressed genes. However, it has been shown recently that the stroma compartment reacts specifically to tumor growth, and genes expressed by cancer-associated fibroblasts (CAFs) or other stromal cells can predict clinical outcome to anti-cancer therapy [29]. It is therefore of interest to develop strategies to assign gene deregulation either to the cancer cells or their supporting stroma. Few studies have addressed this question so far. We have shown for the first time that such a species-specific high throughput strategy is feasible *in vivo* using the CAM model and can lead to the discovery of tumor progression genes in cancer cells which are not expressed *in vitro*, such as *NTN1* encoding netrin-1 or the chemokine *CXCL4V1* [19, 20]. Other groups have since demonstrated the usefulness of this approach for the study of brain metastasis [30] and colon carcinoma [29] and Bradfort *et al*. have improved the technique by applying RNA-seq to xenografts in mice to identify tumor and host expression signatures triggered by anti-angiogenic treatment [31]. Valdes *et al*. have undertaken a systematic RNA-seq and microarray study to investigate the degree of cross-hybridization and cross-alignment between mouse and human cell mixes [32]. Only a few percent of the genes cross-reacted. However, some important cancer progression genes were in these lists. In our system, less than 1% of the genes cross-aligned, most likely due to the greater phylogenetic distance of chick and human (320 MYA) compared to human and mouse (90 MYA). It is surprising that from a morphological point of view, experimental tumors on the CAM shared several important features with orthotopically implanted tumors in mice, such as cytokeratin 19 and beta-catenin expression [2, 33]. Only human tumor cells able to communicate with host cells can form tumors on CAM, through secretion of growth-promoting molecules such as growth factors which activate their receptor on chicken cells. This has been evidenced for vascular endothelial growth factor (VEGF) and its receptor KDR [16].

### Chick genes

Increased expression of *COL17A1*, *KRT4*, *KRT6A* and *KRT15* in CAM with tumors (T7 CAMs compared to T1 CAMs) most likely reflect normal differentiation processes. However, higher levels of CAV2 in T7 CAMs could be interpreted as a sign of increased activation of the endothelium due to the presence of cancer cells [34]. 

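*COL17A1* (ENSGALG00000008323) rose from 80.9 ± 25.3 CPM at T1 to 741 ± 185 at T7 (SD, n = 3 each), a log2 fold change of 3.19 (standard error 0.29, adjusted p = 5.65e-04, edgeR). *KRT4* (ENSGALG00000018666) rose from 54.7 ± 11.5 to 450.0 ± 255 (SD, n = 3 each), a log2 fold change of 3.03 (standard error 0.46, adjusted p = 0.00497, edgeR). *KRT6A* (ENSGALG00000002349) rose from 7.29 ± 1.70 to 333 ± 281 CPM (SD, n = 3 each), a log2 fold change of 5.52 (standard error 0.63, adjusted p = 0.00156, edgeR). In normal CAM, *KRT6A* also rose, from 0.439 ± 0.198 at E11 to 257 ± 259 CPM at E17 (SD, n = 3 each), a log2 fold change of 9.18 (standard error 0.99, adjusted p = 3.7e-05, edgeR).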

Angiogenic activity in the CAM tissue decreases in the course of development, [35] and at E13, the CAM vasculature is quiescent. Compared to normal CAMs, Huh6 tumor CAMs show altered expression of a network of genes regulating basic endothelial cell function such as adhesion and differentiation, as revealed by IPA analysis (Supplementary Figure 2). These include genes such as *HGF*, *FN1*, *CXCR4*, *ANPT1* and *FLT1*, amongst others. This program is most likely triggered by *VEGFA* secreted by Huh6 cells, which display 3.6-fold increase of this gene at T4 and 2.8-fold at T7 compared to *in vitro* culture conditions (Supplementary Tables 5, 6). 

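In the human counts, *VEGFA* (chromosome 6, 43770184 to 43786487 of GRCh38) was at 72.1 ± 24.1 CPM in Huh6 (SD, n = 4), 281 ± 92.3 at T4 and 216 ± 20.9 at T7 (SD, n = 3 each). This is 3.91-fold higher at T4 (log2 fold change 1.97, standard error 0.25, adjusted p = 5.78e-05) and 3.00-fold higher at T7 (1.58, standard error 0.25, adjusted p = 2.89e-04, edgeR). With total counts in place of TMM factors the log2 fold changes were 2.35 and 1.96. All 50-mers of *VEGFA* were its own.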

The more immature nature of tumor-bearing CAMs is also evidenced by PCA analysis, where T7 CAMs group together with E14 CAMs, whereas E17 CAMs are placed clear away from this group (Figure 5). 

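The log2 fold change of *HHIP* between CAM with tumor and normal CAM was 3.46 (standard error 0.57, adjusted p = 9.05e-04, edgeR). It was 1.98 when DESeq2 shrank fold changes toward 0, and was called in both. The human gene of the same name had 11 counts in the 9 tumor samples, against 2239 for the chick gene.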

Among the top 40 regulated genes, we also found increased expression of hedgehog-interacting protein (*HHIP)*, which plays important roles in promoting cancer cell growth in the stromal compartment [36].

### Human genes

Interestingly, we found several ribosomal genes such as *RPL6*, *RPL7* and *RPS3A* downregulated in Huh6 cells on the CAM compared to *in vitro* culture. 

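*RPL6* (chromosome 12, 112405190 to 112418838 of GRCh38) fell from 2465 ± 858 CPM in Huh6 (SD, n = 4) to 309 ± 22.0 at T7 (SD, n = 3), a log2 fold change of -3.00 (standard error 0.24, adjusted p = 1.86e-06, edgeR). Of 79 ribosomal protein genes, 32 were called lower and 2 higher at T7 than in Huh6, with a median log2 fold change of -0.82. As a set they gave a p of 6.08e-11 in the camera test with a preset correlation, of 0.326 with the estimated correlation and of 0.0152 by fry. In the camera test with the preset correlation, 17 of the 35 splits of the 7 samples gave a p as small. Only 20.8% of the 50-mers of *RPL6* were found in no other gene. Of the 17 ribosomal protein genes with at least 95% of 50-mers of their own, none was called (all 17 were lower, with a median log2 fold change of -0.56), while 34 of the 62 others were.

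**Figure D4:**
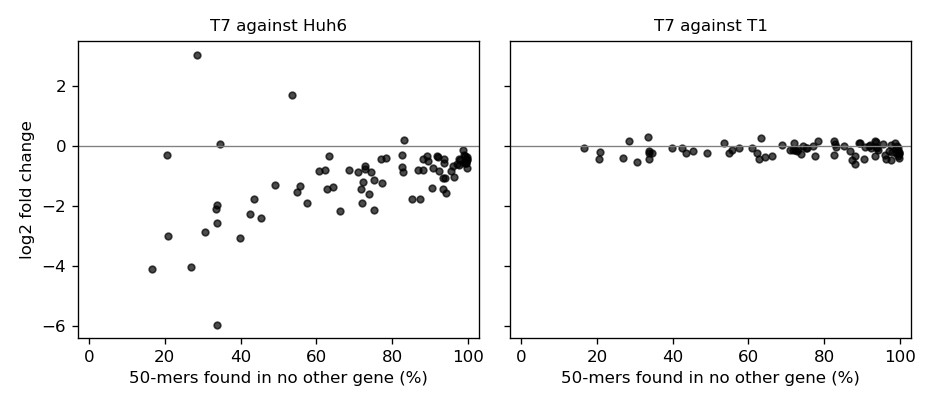
Log2 fold change of each of the 79 ribosomal protein genes against the percent of its 50-mers found in no other gene, for T7 against Huh6 (left) and T7 against T1 (right), 1 point per gene. In the comparison with Huh6 the genes with few 50-mers of their own lie lower (Spearman's rho 0.50 across genes), and in T7 against T1 rho is 0.037.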

Extra-ribosomal functions of ribosomal proteins have now retained attention since they play important roles in cancer progression [37]. In zebrafish, loss of function of ribosomal proteins leads to growth impairment, but also predisposes to cancer development [38]. 

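At T7, *RPL7* was at 66.3 ± 4.75 CPM (SD, n = 3), and its log2 fold change against Huh6 was -5.96 (standard error 0.27, adjusted p = 1.78e-08, edgeR). When the counts of *RPL7* and its pseudogenes were added, 62 gene entries in all, it was -4.91 (adjusted p = 9.68e-08). For *RPS3A*, at 134 ± 5.73 CPM at T7 (SD, n = 3), the log2 fold change was -4.12 (standard error 0.36, adjusted p = 3.71e-06), and -3.80 with its pseudogenes added (adjusted p = 1.18e-05, edgeR). From T1 to T7, the summed counts changed by -0.36 for *RPL7* (adjusted p = 0.362) and by -0.07 for *RPS3A* (adjusted p = 0.928, edgeR).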

*RPL7* and *RPS3A* are highly expressed in Huh6 cells *in vitro*, but become strongly downregulated in tumors on the CAM (Figure 4A). This most likely reflects a profound change in cell behavior in the novel *in vivo* environment, which is also underpinned by the very high number of genes significantly regulated when Huh6 cells interact with the CAM (>6,000). 

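With an adjusted p under 0.05 alone, 6869 human genes differed between T7 and Huh6, and 4665 with the threshold on the log2 fold change as well. With pseudogenes left out, the latter count was 3252, and with at least 10 counts in every library required it was 2186.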

Low levels of some ribosomal proteins might favor tumor growth, since *RPL7A* is strongly downregulated in osteosarcoma tissue compared to normal bone and low levels of *RPL7A* are associated with poor survival [39]. In ovarian cancer, shRNA-mediated knock down of *RPS7* accelerated tumor cell proliferation [40] and silencing of *RPL41*, which is 13.3-fold down-regulated in Huh6 cells on CAM, leads to anchorage-independent growth of fibroblasts and accelerated tumor growth in mice [41].

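*RPL41* (chromosome 12, 56116586 to 56117943 of GRCh38) fell from 1369 ± 713 CPM in Huh6 (SD, n = 4) to 362 ± 24.8 at T7 (SD, n = 3). This is a log2 fold change of -1.92 (standard error 0.30, adjusted p = 3.11e-04, edgeR), or 3.79-fold lower. A processed pseudogene of it, *AC090498.1* (chromosome 7, 137513859 to 137513933), has no 50-mer of its own, and fell from 40.9 ± 20.0 (SD, n = 4) to 2.69 ± 0.271 CPM (SD, n = 3), a log2 fold change of -3.94 (standard error 0.37, adjusted p = 5.96e-06, edgeR).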

Some genes strongly induced by tumors on the CAM encode for members of the mitochondrial humanin family (Figure 4A, arrows). *MTRNR2L8* is induced more than 80-fold on the CAM compared to Huh6 cells *in vitro* and is also one of the most abundant genes. 

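The fitted fold change of *MTRNR2L8* from Huh6 to T7 was 476, against counts that were low in Huh6. Across the alternatives its log2 fold change ranged from 8.24 with DESeq2's shrinkage to 9.26 with total counts, and the call held in each. From T1 to T7 the MTRNR2L genes fell, with a median log2 fold change of -0.50 (p = 0.00389 by camera, 0.0887 with the estimated correlation), and *MT-RNR2* itself changed by -0.60.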

Humanins (HNs) are short peptides with strong anti-apoptotic properties. HN specifically interacts with the apoptosis activating protein BAX by preventing its translocation from the cytosol to mitochondria [42] and also inhibits the extra-long form of the proapoptotic protein BimEL [43]. It is tempting to speculate that exposure of HBL cells to the *in vivo* CAM environment triggers an adaptation program which involves reduction of specific ribosomal proteins to favor tumor cell proliferation and increased expression of anti-apoptotic peptides for survival.

Other proteins strongly affected by exposing Huh6 cells to the *in vivo* microenvironment of the CAM belong to the HOX transcription factor family. Members of this family regulate key morphological events during organogenesis and are often deregulated in human cancer progression [44]. The fact that Hox genes such as *HOXD10*, *HOXA9*, *HOXD9*, *HOXD13* are strongly upregulated in Huh6 cells on the CAM reflect a profound reprogramming of cancer cells in a permissive, growth promoting *in vivo* microenvironment (Supplementary Figure 1).

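*HOXD10* (chromosome 2, 176108790 to 176119942 of GRCh38) rose from 3.69 ± 2.29 CPM in Huh6 (SD, n = 4) to 101 ± 10.2 at T7 (SD, n = 3), a log2 fold change of 4.78 (standard error 0.56, adjusted p = 3.28e-05, edgeR). *HOXD9* (chromosome 2, 176122720 to 176124937) rose from 2.98 ± 3.57 (SD, n = 4) to 54.6 ± 6.06 (SD, n = 3), a log2 fold change of 4.20 (standard error 0.71, adjusted p = 5.4e-04, edgeR). The fourth Huh6 replicate, at 8.25 CPM, raised the Huh6 mean, and the log2 fold change of *HOXD9* was 5.44 without it and 5.51 with a replicate block. *HOXD13* (chromosome 2, 176092891 to 176095938) rose from 2.35 ± 0.937 (SD, n = 4) to 12.0 ± 2.22 CPM (SD, n = 3), a log2 fold change of 2.35 (standard error 0.34, adjusted p = 1.75e-04, edgeR). Over the later days, T7 against T1, the HOX genes as a set had a median log2 fold change of 0.03 (p = 0.594, limma's camera test, as small in 8 of 10 splits of an exact permutation). Its members went both ways, from -2.09 to 4.32, with 4 called higher and 1 lower, and adjusted over the list alone 7 were higher and 3 lower.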

Huh6 cells organize themselves into acini-like structures after several days on the CAM could be regarded as a differentiation process. Interestingly, mitochondrial *HMGCS2*, which encodes for an enzyme of the ketogenic pathway, increases 27-fold from T1 to T7 and its expression controls differentiation in colon and breast cancer cells [45, 46]. *HMGCS2* plays a critical role in tumor progression, since overexpression increases ketone body production, thereby favoring growth and motility of cancer cells [47].

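*MEP1A* was at 1.98 ± 0.696 CPM in Huh6 (SD, n = 4), and its log2 fold change from Huh6 to T7 was 4.54 (standard error 0.48, adjusted p = 1.57e-05, edgeR). Of its 50-mers, 96.1% were found in no other gene.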

We validated expression of meprin-1α encoded by the *MEP1A* gene, which strongly increases in tumors on the CAM, in a HBL patient tumor by immunohistochemistry. Meprin-1α has not yet been described in this pathology, but strong overexpression in poorly differentiated hepatocellular carcinoma has been reported [48]. In normal liver, meprin-1α is expressed in blood vascular and sinusoidal endothelial cells (Figure 4D), whereas in HBL, additional expression occurs in the cytoplasm of cancer cells. Meprin-1α expression is associated with increased invasion and angiogenesis in colon cancer [49]. Further studies should address the protumoral role of MEP1A in HBL given its strong induction in the model and expression in patient tumors.

Taken together, our morphological and molecular characterization of HBL growth using the CAM model sheds new light on the dynamics of the adaptation potential of tumor cells to the microenvironment. Our model should be useful to validate novel therapeutic strategies for HBL with bad prognosis. It should be emphasized that the CAM model system could now be used to implant freshly isolated patient tumor material including HBL tissue [27, 50]. Probing the growing patient-derived tumor with RNA-seq could identify the molecular landscape of tumor regrowth individually and reveal novel, personnel therapeutic targets. Subsequent treatment of patient-derived tumors on the CAM with adequate therapeutics could personalize pediatric anti-cancer treatment.

## MATERIALS AND METHODS

### Cell culture and cell line authentication

Huh6 cells were received from the Japan Health Sciences Foundation, Osaka, Japan. They were grown at 37° C in a humidified atmosphere of 5% CO_2_ in D-MEM Glutamax, 1 g/L D-glucose (Gibco) supplemented with 10% fetal calf serum (FCS, Sigma), 100 U/ml of penicillin and 100 μg/ml streptomycin (Gibco). The identity of the cells was verified once a year by Short Tandem Repeat (STR) profiling (LGC Standards) and found to be identical to original Huh6 markers.

### Chick embryos and implantation on CAM

Fertilized chick embryos were handled as described [16]. For implantation 1×10^6^ cells were included in 40μL Matrigel^®^ (50% culture medium/50% Matrigel^®^, growth factor reduced, Corning), incubated 45 minutes at 37° C for polymerization and then deposited on the CAM after mild laceration of the membrane. Three to four independent transplantation experiments with at least 10–30 embryos per group were carried out. Experimental tumors were photographed *in vivo* using a Nikon SMZ800N Stereomicroscope, connected to a digital image camera (DS Fi2) piloted by Nikon’s Digital Sight DS-U3 microscope camera controller and processed using Nikon NIS Elements software (version D4 20.00).

### Tumor isolation and RNA extraction

At indicated days tumors or non-implanted CAMs were isolated, washed in PBS and snap frozen in liquid nitrogen. RNA extraction was carried out using the mirVana^TM^ Isolation Kit (Ambion) according to the manufacturer’s protocol. RNAs of Huh6 cells in culture were also extracted with the same kit according to the manufacturer’s protocol. RNA quality was verified using Agilent RNA 6000 Nano kit on an Agilent 2100 Bioanalyzer (Agilent Technologies).

### RNA sequencing and analysis

Four μg of RNA were used to generate sequencing library using the TruSeq Stranded mRNA Sample Preparation kit (Illumina) according to the standard protocol. Library preparation and sequencing were performed by the MGX-Montpellier GenomiX platform. We sequenced three biological replicates of CAMs and Huh6 deposited on CAM on three time points: day 11, 14 and 17, named E11, E14, E17 (embryonic development day - CAM) and T1, T4, T7 (tumor day - Huh6), see Figure 1. Thus altogether 18 samples were sequenced on HiSeq 2500 (Illumina) using three lanes of a flow cell resulting in on average 40 million 50-nt single-end raw reads per sample. Additionally, four Huh6 RNA samples were sequenced on HiSeq 2500 (Illumina) using half of a flow cell lane, resulting in on average 34 million paired-end raw reads per sample (named Huh6 r1-4), For each sample all resulting reads were mapped to both human (GR38) and chicken (GalGal4) genomes plus transcripts by hisat2 (2.0.3-beta) with default settings [21]. We excluded reads or read pairs that simultaneously mapped to both genomes and kept for subsequent analysis only those that mapped uniquely to either human or chicken genome. Reads were summed-up at the gene level (Ensembl 82) by *feature Counts* [22]. Differential gene expression analysis was performed by *DESeq2* [23]. We included all genes with adjusted *P*-value < 0.05 and absolute value of log2-fold change >1 (Figure 3, Supplementary Tables 4–12). All heat maps were generated by plotting the number of reads with variance stabilizing transformation (*DESeq2*) using *heatmap.2* function of the R package and *gplots* or *pheatmap* using Euclidian distance and complete clustering method. Differential gene expression results from *DESeq2* were also analyzed using QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity), focusing on upstream transcriptional regulators and affected signaling networks.

The datasets generated and/or analyzed during the current study are available at the Gene Expression Omnibus repository, (https://www.ncbi.nlm.nih.gov/geo/) under the number GSE101413.

### Histology and immunohistology

One day (T1), four days (T4) and seven days (T7) after the implantation of the cells (Figure 1), the CAM containing the tumors were fixed *in situ* for 1 hour with formalin (Diapath). In parallel, non-implanted CAMs of corresponding developmental days were fixed using the same protocol. After fixation CAMs were cut out, washed in PBS and stored in 70% ethanol. Huh6 cells were washed with PBS, fixed with formalin (Diapath), suspended in 1% agarose and stored in 70% ethanol. CAMs and cells were then embedded in paraffin and cut into 5 μm sections using a microtome. Hematoxylin/eosin/safran (HES) staining and processing of slides prior to immunostaining was performed using standard procedures. The following primary antibodies were used: anti-β-catenin (1:5000, BD Biosciences, Clone 14, 610154), anti-EpCAM (1:250, Dako, Clone Ber-EP-4, M0804), anti-CK19 (1:50, Dako, Clone RCK108, M0888), anti-Ki67 (1:100, Dako, Clone MIB-1, M7240), anti-Caspase 3 activated (1:200, R&D Systems, AF835) and anti-Meprin-1α (1:100, R&D Systems, AF3220). HRP-coupled secondary antibodies were from the EnVision^TM^ FLEX kit (Dako) and for anti-Meprin1A, an anti-goat antibody (HRP ImPRESS^TM^ anti-goat IgG, Vector Laboratories) was used. Images were taken using a Nanozoomer PLC (Hamamatsu) at the Bordeaux Imaging Center (BIC http://www.bic.u-bordeaux.fr).

### Experimental tumor treatment and phenotypic quantification

Cisplatin (Sigma) was lyophilized and suspended in 0.9% saline solution. The drug was added to the cells together with the Matrigel^®^ to a final concentration of 15 μM, prior to implantation on the CAM. Tumor growth was monitored daily and experiments terminated at E17/T7. Tumors were isolated and weighted at T1, T4 and T7 and tumor bearing CAMs were isolated for histology at T1, T4 and T7. A total of 35 control and 36 cisplatin-treated tumors have been analyzed, embryos that died during incubation were excluded. To evaluate biological effects of cisplatin treatment, a semi-quantitative approach was used, adapted from Auf *et al*. [24]. Stereomicroscopy photos of all treated and control tumors were randomized using a randomizer script generated by the Script Editor of Apple MacOS El Capitain system. Randomized photos were presented to three observers familiar with the model but not implicated in the design of this study. Observers noted yes (=1) if presence of white areas on the tumor or not (=0) and if tumors resembled to a normal tumor (=1) or not (=0). Data were only processed for tumors where two out of three observers concluded the same result. A contingency table was generated and analyzed using the Chi-square test (GraphPad Prism 5, GraphPad Software).

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

CAM: chick chorioallantoic membrane
DE: differentially expressed
HBL: hepatoblastoma
RNA-seq: RNA sequencing

# Supplementary material for: Tracking cellular and molecular changes in a species-specific manner during experimental tumor progression in vivo
**Source:** Oncotarget. 2018 Mar 1;9(22):16149–62. doi: 10.18632/oncotarget.24598
**Supplement:** Supplementary file 1

# Tracking cellular and molecular changes in a species-specific manner during experimental tumor progression *in vivo*

## SUPPLEMENTARY MATERIALS

**A** IPA analysis of Huh6 cells *in vitro* vs T7 Huh6 tumors on CAM

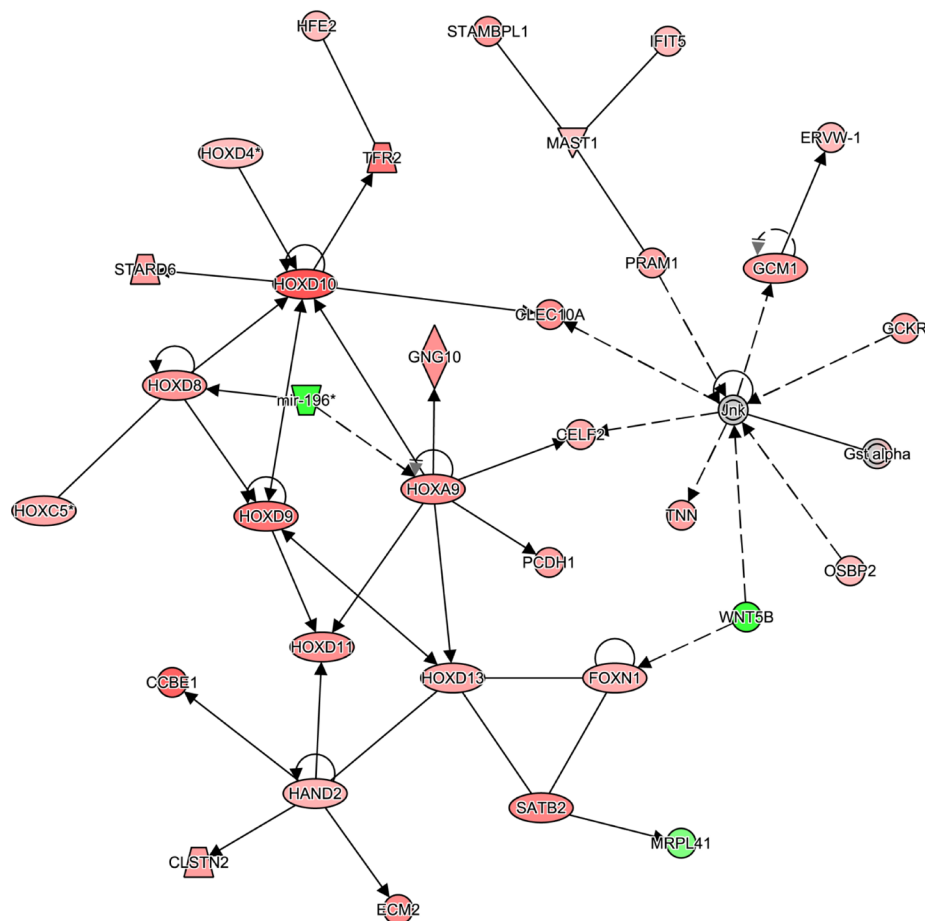

**Supplementary Figure 1: IPA analysis gene networks differentially expressed between *Huh6 in vitro* and T7 tumors on CAM.** IPA analysis with 1,000 genes input revealed interaction of a large number of HOX genes.

**A** IPA analysis of normal CAM vs Huh6-implanted CAMs at T7

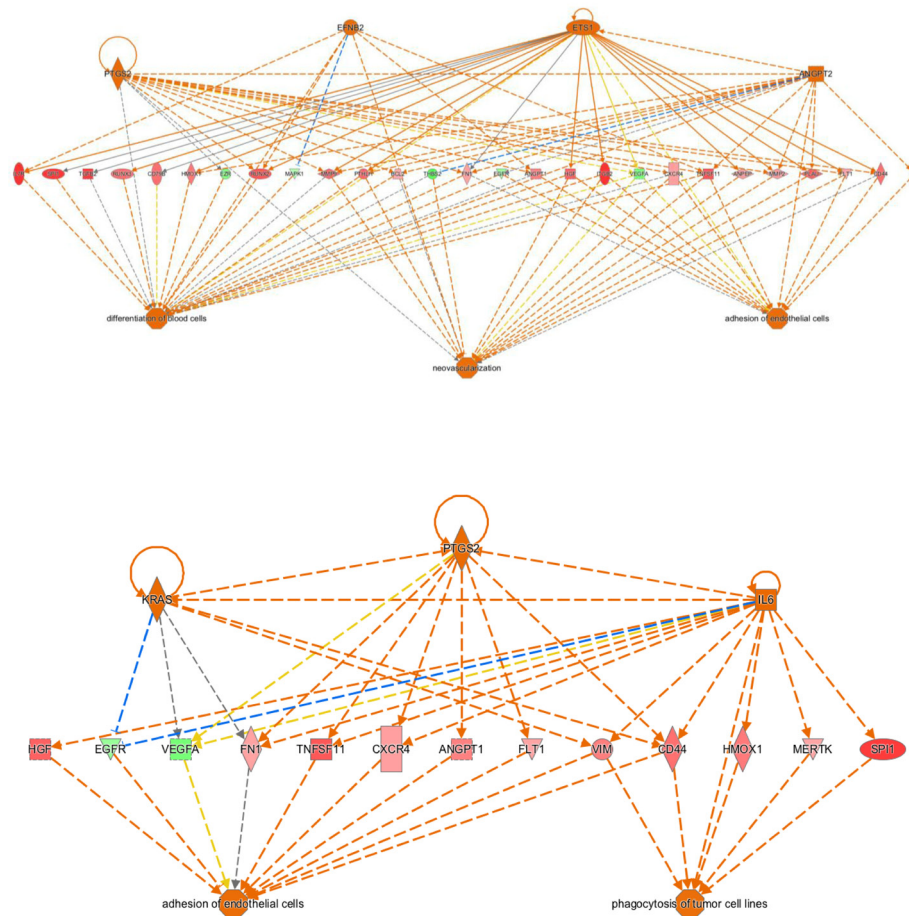

**Supplementary Figure 2: IPA analysis gene networks differentially expressed between normal CAMs and T7 CAM.** IPA analysis with 1,000 genes input revealed modification of the CAM stroma with increased expression of genes favoring endothelial cell adhesion and angiogenesis.

Supplementary Table 1:Top 20 genes based on fold-change between Huh6 *in vitro* and T7 CAMs

| Gene symbol      | baseMean        | Fold-Change<br>(log2) | p-value<br>(adjusted) | Description                                                  |
|------------------|-----------------|-----------------------|-----------------------|--------------------------------------------------------------|
| <b>MTRNR2L8</b>  | <b>5793.16</b>  | <b>8.35</b>           | <b>6E-152</b>         | <b>MT-RNR2-like 8</b>                                        |
| <b>MTRNR2L10</b> | <b>409.97</b>   | <b>8.27</b>           | <b>3E-79</b>          | <b>MT-RNR2-like 10</b>                                       |
| <b>MTRNR2L1</b>  | <b>161.26</b>   | <b>7.24</b>           | <b>4E-52</b>          | <b>MT-RNR2-like 1</b>                                        |
| <b>MTRNR2L12</b> | <b>13925.83</b> | <b>6.82</b>           | <b>1E-96</b>          | <b>MT-RNR2-like 12</b>                                       |
| AC012005.3       | 97.73           | 6.73                  | 8E-47                 | Uncharacterized protein                                      |
| ZNF486           | 38.61           | 6.55                  | 3E-34                 | zinc finger protein 486                                      |
| CDHR5            | 54.63           | 6.54                  | 3E-40                 | cadherin-related family member 5                             |
| PGLYRP2          | 79.81           | 6.23                  | 6E-24                 | peptidoglycan recognition protein 2                          |
| HOXC12           | 270.13          | 6.18                  | 9E-46                 | homeobox C12                                                 |
| TLL2             | 100.71          | 5.95                  | 1E-41                 | tolloid-like 2                                               |
| ACSS1            | 20.12           | 5.93                  | 5E-25                 | acyl-CoA synthetase short-chain family member 1              |
| HMGS2            | 2292.04         | 5.89                  | 2E-27                 | 3-hydroxy-3-methylglutaryl-CoA synthase 2<br>(mitochondrial) |
| TXNIP            | 1040.58         | 5.87                  | 3E-34                 | thioredoxin interacting protein                              |
| CLIC6            | 52.70           | 5.78                  | 2E-27                 | chloride intracellular channel 6                             |
| HSD17B2          | 150.79          | 5.59                  | 1E-26                 | hydroxysteroid (17-beta) dehydrogenase 2                     |
| TRIM31           | 22.54           | 5.35                  | 4E-25                 | tripartite motif containing 31                               |
| GOLGA8R          | 29.54           | 5.33                  | 2E-26                 | golgin A8 family, member R                                   |
| TNFSF15          | 15.96           | 5.24                  | 7E-18                 | tumor necrosis factor (ligand) superfamily, member 15        |
| PDK4             | 259.59          | 5.18                  | 4E-27                 | pyruvate dehydrogenase kinase, isozyme 4                     |
| AC005480.1       | 26.72           | 5.15                  | 5E-22                 | Uncharacterized protein                                      |
| <b>RPL7</b>      | <b>26226.20</b> | <b>-5.84</b>          | <b>3E-159</b>         | <b>ribosomal protein L7</b>                                  |
| PLA2G3           | 79.01           | -5.11                 | 7E-21                 | phospholipase A2, group III                                  |
| PCSK9            | 409.49          | -5.03                 | 2E-30                 | proprotein convertase subtilisin/kexin type 9                |
| NMRK2            | 124.63          | -4.40                 | 5E-13                 | nicotinamide riboside kinase 2                               |
| CYP1A1           | 87.49           | -4.17                 | 3E-21                 | cytochrome P450, family 1, subfamily A, polypeptide 1        |
| INSIG1           | 894.83          | -4.05                 | 2E-42                 | insulin induced gene 1                                       |
| <b>RPS3A</b>     | <b>15895.53</b> | <b>-3.93</b>          | <b>1E-35</b>          | <b>ribosomal protein S3A</b>                                 |
| GOLGA8M          | 11.29           | -3.80                 | 2E-07                 | golgin A8 family, member M                                   |
| <b>RPL41</b>     | <b>283.27</b>   | <b>-3.74</b>          | <b>4E-27</b>          | <b>Ribosomal protein L41, isoform CRA_a</b>                  |
| CTAGE4           | 15.72           | -3.69                 | 8E-11                 | CTAGE family, member 4                                       |
| TRIM63           | 14.87           | -3.66                 | 1E-09                 | tripartite motif containing 63, E3 ubiquitin protein ligase  |
| <b>RPL18A</b>    | <b>5496.87</b>  | <b>-3.61</b>          | <b>1E-14</b>          | <b>ribosomal protein L18a</b>                                |
| CAPN14           | 176.63          | -3.50                 | 2E-18                 | calpain 14                                                   |
| MSMO1            | 1874.62         | -3.49                 | 2E-67                 | methylsterol monooxygenase 1                                 |
| PMEL             | 367.38          | -3.49                 | 6E-25                 | premelanosome protein                                        |
| UBE2S            | 309.58          | -3.48                 | 6E-13                 | ubiquitin-conjugating enzyme E2S                             |
| AC241377.2       | 10.60           | -3.47                 | 3E-07                 | Protein LOC100996720                                         |
| HIST1H4J         | 7.63            | -3.47                 | 7E-07                 | histone cluster 1, H4j                                       |
| S100A4           | 1014.65         | -3.45                 | 7E-16                 | S100 calcium binding protein A4                              |
| FDFT1            | 3025.74         | -3.41                 | 7E-28                 | farnesyl-diphosphate farnesyltransferase 1                   |

Supplementary Table 2: Top 20 genes based on fold-change between T1 and T7 CAMs: human genes

| Gene symbol   | baseMean       | Fold-Change<br>(log2) | p-value<br>(adjusted) | Description                                                            |
|---------------|----------------|-----------------------|-----------------------|------------------------------------------------------------------------|
| <b>HMGCS2</b> | <b>2292.04</b> | <b>4.75</b>           | <b>8E-15</b>          | <b>3-hydroxy-3-methylglutaryl-CoA synthase 2<br/>(mitochondrial)</b>   |
| CDHR5         | 54.63          | 4.40                  | 7E-18                 | cadherin-related family member 5                                       |
| FAM20A        | 121.47         | 4.28                  | 1E-16                 | family with sequence similarity 20, member A                           |
| <b>HOXC12</b> | <b>270.13</b>  | <b>3.89</b>           | <b>1E-15</b>          | <b>homeobox C12</b>                                                    |
| ACKR3         | 64.08          | 3.65                  | 8E-15                 | atypical chemokine receptor 3                                          |
| DACT2         | 26.17          | 3.59                  | 2E-07                 | dishevelled-binding antagonist of beta-catenin 2                       |
| ZC3H12B       | 30.23          | 3.49                  | 1E-08                 | zinc finger CCCH-type containing 12B                                   |
| ZNF486        | 38.61          | 3.40                  | 5E-11                 | zinc finger protein 486                                                |
| SLC22A7       | 12.79          | 3.39                  | 2E-06                 | solute carrier family 22 (organic anion transporter), member 7         |
| ADGRD1        | 341.90         | 3.38                  | 3E-14                 | adhesion G protein-coupled receptor D1                                 |
| CPT1A         | 143.41         | 3.31                  | 1E-08                 | carnitine palmitoyltransferase 1A (liver)                              |
| PGLYRP2       | 79.81          | 3.30                  | 3E-06                 | peptidoglycan recognition protein 2                                    |
| CUBN          | 1284.97        | 3.22                  | 2E-07                 | cubilin (intrinsic factor-cobalamin receptor)                          |
| ELN           | 31.64          | 3.15                  | 1E-07                 | elastin                                                                |
| PDK4          | 259.59         | 3.15                  | 4E-08                 | pyruvate dehydrogenase kinase, isozyme 4                               |
| <b>MEP1A</b>  | <b>328.23</b>  | <b>3.15</b>           | <b>9E-10</b>          | <b>meprin A, alpha (PABA peptide hydrolase)</b>                        |
| NAT8          | 64.82          | 3.14                  | 2E-07                 | N-acetyltransferase 8 (GCN5-related, putative)                         |
| HSD17B2       | 150.79         | 3.09                  | 6E-07                 | hydroxysteroid (17-beta) dehydrogenase 2                               |
| APOA4         | 77.24          | 3.06                  | 3E-06                 | apolipoprotein A-IV                                                    |
| SLC10A1       | 13.72          | 3.04                  | 3E-05                 | solute carrier family 10 (sodium/bile acid cotransporter),<br>member 1 |
| RGS4          | 86.60          | -3.58                 | 5E-10                 | regulator of G-protein signaling 4                                     |
| KIAA0040      | 20.55          | -3.09                 | 9E-07                 | KIAA0040                                                               |
| S100A9        | 11.99          | -3.05                 | 9E-05                 | S100 calcium binding protein A9                                        |
| NNMT          | 171.24         | -3.00                 | 3E-12                 | nicotinamide N-methyltransferase                                       |
| ALDH3A1       | 14.31          | -2.80                 | 9E-05                 | aldehyde dehydrogenase 3 family, member A1                             |
| VGF           | 46.10          | -2.75                 | 2E-05                 | VGF nerve growth factor inducible                                      |
| DKK4          | 153.67         | -2.69                 | 2E-04                 | dickkopf WNT signaling pathway inhibitor 4                             |
| PPP1R1B       | 40.95          | -2.68                 | 2E-05                 | protein phosphatase 1, regulatory (inhibitor) subunit 1B               |
| MIXL1         | 120.82         | -2.63                 | 2E-07                 | Mix paired-like homeobox                                               |
| ROBO4         | 78.68          | -2.26                 | 8E-08                 | roundabout guidance receptor 4                                         |
| PCSK9         | 409.49         | -2.25                 | 5E-05                 | proprotein convertase subtilisin/kexin type 9                          |
| SPTSSB        | 24.81          | -2.16                 | 2E-04                 | serine palmitoyltransferase, small subunit B                           |
| SLC18B1       | 18.03          | -2.10                 | 5E-03                 | solute carrier family 18, subfamily B, member 1                        |
| FAIM2         | 214.26         | -2.09                 | 5E-09                 | Fas apoptotic inhibitory molecule 2                                    |
| LAT2          | 10.72          | -2.08                 | 9E-03                 | linker for activation of T cells family, member 2                      |
| PAGE4         | 1834.52        | -2.08                 | 2E-05                 | P antigen family, member 4 (prostate associated)                       |
| EVPL          | 268.39         | -2.08                 | 2E-04                 | envoplakin                                                             |
| TCAF2         | 7.39           | -2.04                 | 2E-02                 | TRPM8 channel-associated factor 2                                      |
| FKBP6         | 11.63          | -2.04                 | 2E-02                 | FK506 binding protein 6, 36kDa                                         |
| CD79B         | 20.64          | -2.01                 | 7E-03                 | CD79b molecule, immunoglobulin-associated beta                         |

**Supplementary Table 3: Top 20 genes based on fold-change between T1 and T7 CAMs: chick genes**

| Gene symbol  | baseMean       | Fold-Change (log2) | p-value (adjusted) | Description                                                                         |
|--------------|----------------|--------------------|--------------------|-------------------------------------------------------------------------------------|
| <b>KRT4</b>  | <b>2323.93</b> | <b>4.95</b>        | <b>9E-32</b>       | <b>keratin 4, type II</b>                                                           |
| HSD3B2       | 229.34         | 4.94               | 1E-37              | hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 2 (HSD3B |
| TGM4         | 3832.42        | 4.65               | 1E-25              | protein-glutamine gamma-glutamyltransferase 4                                       |
| MSLN         | 2293.93        | 4.64               | 2E-39              | mesothelin                                                                          |
| <b>KRT6A</b> | <b>1094.26</b> | <b>4.50</b>        | <b>4E-22</b>       | <b>keratin 6A</b>                                                                   |
| COL17A1      | 6017.75        | 4.36               | 3E-36              | collagen, type XVII, alpha 1                                                        |
| <b>KRT15</b> | <b>6023.03</b> | <b>4.01</b>        | <b>3E-29</b>       | <b>keratin, type I cytoskeletal 15</b>                                              |
| SPINK5       | 315.12         | 3.90               | 1E-15              | serine peptidase inhibitor, Kazal type 5                                            |
| MYO15L       | 70.47          | 3.72               | 1E-15              | Uncharacterized protein                                                             |
| ALK          | 33.49          | 3.70               | 1E-17              | anaplastic lymphoma receptor tyrosine kinase                                        |
| LOC100858007 | 32.29          | 3.67               | 5E-22              | Uncharacterized protein                                                             |
| LAMC2        | 264.60         | 3.63               | 3E-33              | laminin subunit gamma 2                                                             |
| GDPD2        | 144.05         | 3.63               | 1E-23              | glycerophosphodiester phosphodiesterase domain containing 2                         |
| EHF          | 104.71         | 3.46               | 6E-17              | ETS homologous factor                                                               |
|              | 61.35          | 3.45               | 3E-19              | cytochrome P-450 2C45                                                               |
| ELOVL3       | 83.90          | 3.39               | 2E-15              | Elongation of very long chain fatty acids protein                                   |
| LOC425662    | 63.61          | 3.37               | 3E-13              | Uncharacterized protein                                                             |
| CHL1         | 46.11          | 3.34               | 5E-12              | cell adhesion molecule L1-like                                                      |
| TACSTD2      | 29.71          | 3.20               | 3E-11              | tumor-associated calcium signal transducer 2 precursor                              |
| TMPRSS11F    | 329.84         | 3.13               | 7E-11              |                                                                                     |
| LOC420770    | 637.68         | -4.47              | 1E-21              | Uncharacterized protein                                                             |
|              | 30.94          | -3.75              | 6E-15              | Uncharacterized protein                                                             |
| GABRA5       | 23.27          | -3.61              | 3E-16              | gamma-aminobutyric acid (GABA) A receptor, alpha 5                                  |
| <b>HES5</b>  | <b>36.90</b>   | <b>-3.60</b>       | <b>1E-15</b>       | <b>transcription factor HES-5</b>                                                   |
| A2M          | 695.86         | -3.34              | 2E-21              | Uncharacterized protein                                                             |
| HBE          | 658.45         | -3.24              | 3E-11              | hemoglobin subunit epsilon                                                          |
|              | 262.42         | -3.17              | 4E-11              | Uncharacterized protein                                                             |
| CCDC64       | 18.50          | -3.11              | 1E-11              | coiled-coil domain containing 64                                                    |
| LOC419390    | 46.43          | -3.05              | 4E-14              | hairy and enhancer of split 5-like                                                  |
| FIBIN        | 327.63         | -2.97              | 6E-11              | fin bud initiation factor homolog precursor                                         |
| Gga.11762    | 16.65          | -2.72              | 1E-07              | Uncharacterized protein                                                             |
| SGIP1        | 14.53          | -2.71              | 3E-09              | SH3-domain GRB2-like (endophilin) interacting protein 1                             |
| LOC422307    | 11.64          | -2.70              | 2E-07              | Uncharacterized protein                                                             |
| SLC26A4      | 29.69          | -2.60              | 8E-07              | solute carrier family 26 (anion exchanger), member 4                                |
| CDH8         | 7.42           | -2.56              | 2E-07              | cadherin-8                                                                          |
|              | 83.36          | -2.53              | 2E-09              | Uncharacterized protein                                                             |
| CHRNA7       | 19.42          | -2.52              | 1E-06              | neuronal acetylcholine receptor subunit alpha-7 precursor                           |
| LAMA1        | 2218.78        | -2.52              | 3E-16              | laminin subunit alpha-1 precursor                                                   |
| KLHL1        | 6.91           | -2.45              | 1E-06              | kelch like family member 1                                                          |
| LOC422305    | 436.45         | -2.45              | 2E-06              | Uncharacterized protein                                                             |

**Supplementary Tables 4–12: Complete lists of DE genes presented in Figure 3.** See [Supplementary\\_Tables\\_4–12](#)

**Supplementary Table 13: Complete list of DE genes presented in Figure 5.** See [Supplementary\\_Table\\_13](#)

How the deposited data were processed for this re-analysis (not part of the article)

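RNA-seq gene counts were analysed for 22 samples: 9 tumors (3 each at T1, T4 and T7), 9 samples of normal CAM (3 each at E11, E14 and E17) and 4 samples of Huh6 cells in culture. The authors mapped reads to the human and chicken genomes with hisat2 2.0.3-beta, left out reads that mapped to both, and counted reads per gene with featureCounts. The values are raw counts, and no normalization had been applied to them. There are 60619 human genes, 38013 of them with a count, in 13 samples and 17108 chick genes, 15776 of them with a count, in 18 samples. Gene names, biotypes, positions and transcript sequences of human genes were taken from GENCODE 29 on GRCh38, which holds 56927 of the human genes, and 0.0562% of the human counts were on the others. Chick genes carried identifiers only, and names were joined to them from the paper's supplementary tables, where Supplementary Table 13 gives identifiers and the genes of Supplementary Table 3 were matched by mean normalized count and fold change.

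Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr filter, the quasi-likelihood F test and Benjamini-Hochberg adjustment. Every adjusted p-value given comes from this test unless DESeq2 is named. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1, except for the test of a difference between changes, where the adjusted p alone was used. Human comparisons came from one fit of 13 libraries, chick comparisons among tumors from one fit of 9, and chick comparisons with normal CAM from fits of 18. Standard errors are the absolute log2 fold change divided by the square root of F. CPM used the TMM-scaled library sizes. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with camera at the estimated correlation and with fry. The lists were the HOX genes, ribosomal protein genes, cytochrome P450 genes and MTRNR2L genes, and, written after results had been seen, sterol synthesis (24 genes) and fatty acid oxidation (22 genes). Principal components were computed from DESeq2 1.42.0 variance stabilized values of the 1000 genes with the highest mean, scaled. Own 50-mers of a gene are those of its principal transcript, or else its longest, that were found in no other gene of the annotation. Genes in a run that overlap on either strand were taken as 1 here, so sequence shared with an overlapping gene counts as own. Python 3.11.15 and matplotlib 3.10.9 were used for tables and figures.

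Besides the genes that the paper names, a gene is named where it is among the 3 largest rises or falls of a comparison among called genes with a mean of at least 10 counts and groups that do not overlap. A fold change against a group at 3 counts or fewer is given as a lower bound. The test was tested on simulated data with 200 changed genes, of which it recovered 72.5% for T7 against Huh6, 71% for human T7 against T4 and 72% for chick T7 against T4. It recovered 64% for T7 against E17, 82% for CAM with tumor against normal CAM and 51% for the difference between changes. In the simulation the threshold on the log2 fold change was applied to that difference too, unlike in the data. The changed genes were drawn from those with higher counts, all genes had the same set spread, and some changes lay at that threshold. The alternatives were RLE factors, total counts, both looser and stricter count filters, DESeq2's Wald test with and without shrinkage, the adjusted p alone, a replicate block, fits of the compared groups only, pseudogenes left out or summed with their parent gene, all 18 chick libraries in one fit, no day term, other set tests, other settings of the principal components and each library left out in turn. These were set before the data were examined, and 4 further DESeq2 alternatives were chosen after seeing the data. For each comparison the samples were also regrouped in every other way, or in 100 drawn ways where there were more.

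Shares of reads mapped to each genome or to both, protein stainings, and cisplatin experiments were not analysed here. Results of 1 gene are not reported here.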

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

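The tests in this part, apart from that of the MTRNR2L counts, were chosen only after the results were seen. The MTRNR2L test was written when the median change of these genes from T1 to T7 was already known.

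Pseudogenes, which the paper does not discuss, made up 1080 of the 2144 human genes called higher at T1 than in Huh6, or 50.4%, against 10.5% of the genes tested. From T1 to T7, where all libraries have one read layout, they made up 2.86% of the genes called higher. This contrast is what a difference in read layout between tumor and Huh6 libraries would give, and such a difference may account for much of the excess. MTRNR2L genes give a related case. Their counts were a nearly fixed percent of those of *MT-RNR2* in the 9 tumor libraries, the highest percent being 1.14 times the lowest, while the level of *MT-RNR2* itself varied 2.01-fold, which is consistent with reads of *MT-RNR2* counted on its nuclear copies. The culture condition is confounded with the layout and stays open as a biological explanation.

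Mitochondrial tRNA genes, also outside the genes the paper discusses, were called higher at T1 than in Huh6 in 13 of the 20 tested, and 5 had no count in any Huh6 library. *MT-TL1* had 140 to 1056 counts in the tumor libraries and 0 in Huh6. Of the 60 genes tested with at most 100 exonic nt, 43.3% rose by more than 1 on the log2 scale at T1 and 3.33% from T1 to T7. Because 11 of these genes fell by more than 1, a loss of short genes in paired-end libraries could be only part of the cause, and layout and culture cannot be told apart for these genes.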

How the results depend on the processing

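Only the extra DESeq2 settings named as chosen after seeing the data, and the tests by regrouping, were chosen after results were seen. Where a count or set changed below, the cause was not tested, unless fewer genes or fewer samples entered the fit.

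With the adjusted p alone, chick genes called rose to 978 for T7 against T1, 1351 for CAM with tumor against normal CAM, 312 for T1 against E11 and 1689 for E17 against E11. With RLE factors, human T4 against T1 had 1 gene. With total counts, human T4 against T1 had 2 genes and T1 against E11 had 131, and the median log2 fold change of all human genes against Huh6 was 0.31 at T1, 0.43 at T4 and 0.42 at T7. With every gene of at least 1 count, human genes were 153 for T4 against T1, 12 for T7 against T4 and 627 for T7 against T1, chick genes 191 for T4 against T1 and 7 for T7 against T4. With at least 10 counts in every library, fewer genes were tested, and human genes were 1048, 1882 and 2186 at T1, T4 and T7 against Huh6 and 1 for T4 against T1, while chick genes were 66 for T4 against T1, 216 for CAM with tumor against normal CAM and 650 for E17 against E11.

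With a replicate block, human genes were 47 for T4 against T1 and 758 for T7 against T1, and chick genes were 0 for T7 against T4 (929 at an unadjusted p under 0.05 without the block) and 133 for T1 against E11. The human fit with this block comes close to leaving out the fourth Huh6 replicate, the only sample with that number. With only the 2 groups compared, human genes were 14 for T4 against T1 and 873 for T7 against T1, and chick genes 6, 520 and 1 for T1, T4 and T7 against normal CAM of the same day, 0 for E17 against E14 and 274 for E17 against E11. With pseudogenes left out, human genes were 1562 for T1 against Huh6 and 1 for T4 against T1, and with pseudogene counts summed with the parent gene 1 for T4 against T1. With all 18 chick libraries in one fit, chick genes were 46 for T4 against T1 and 0 for T7 against T4.

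DESeq2's Wald test without shrinkage gave 235, 11 and 792 human genes for T4 against T1, T7 against T4 and T7 against T1. In chick it gave 325 for T4 against T1, 61 for T7 against T4, 436, 483 and 347 for T1, T4 and T7 against normal CAM, and 321 for E17 against E14. With shrinkage these were 245, 12 and 767 in human, and 203, 56, 369, 440, 316 and 248 in chick, with 1 gene for the difference between changes. With shrinkage and all genes with any count, chosen after seeing the data, they were 216, 15 and 751, then 222, 57, 373, 449, 324 and 256, and 1. Also chosen after seeing the data, shrinkage with all 18 libraries gave 243 chick genes for T4 against T1 and 31 for T7 against T4, and days compared over tumor and normal CAM pooled gave 136 for T7 against T4.

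With the estimated correlation, camera gave p = 0.0532 for HOX and 0.326 for ribosomal protein genes from Huh6 to T7, and 0.0887 for MTRNR2L genes from T1 to T7. For cytochrome P450 genes from T1 to T7, where with TMM factors an exact permutation of the samples gave a p as small as theirs in 1 of 10 splits, the smallest share possible, the set p was 0.0467 with RLE factors, 0.00826 with every gene of at least 1 count and 3.24e-04 by fry. In the principal components, the spread of day 1 was 3.72 times that of later days with genes only centred and 1.39 with all components. The ratio of the distances of T7 to E14 and E17 was 0.969 with 5000 genes and 1.07 with all components, and that of tumor to normal CAM by day 1.45 and 1.01.

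Across fits that each left out 1 library, human genes ran from 2448 to 3309 at T1, 3455 to 4837 at T4 and 3732 to 5224 at T7 against Huh6. They ran from 0 to 90 for T4 against T1 (90 without the fourth Huh6 replicate, 2093 at an unadjusted p under 0.05 with all libraries), stayed at 0 for T7 against T4 (553 at an unadjusted p under 0.05), and ran from 12 without the first T1 replicate to 827 for T7 against T1. Chick genes ran from 3 without the first T1 replicate to 291 for T4 against T1, 0 to 2 for T7 against T4, 256 to 799 for T7 against T1 and 374 to 606 for CAM with tumor against normal CAM. At single days they ran from 45 (without the first T1 replicate) to 458 (without the first E11 replicate) for T1 against E11, 11 (without the first E14 replicate) to 328 for T4 against E14 and 24 (without the first T7 replicate) to 176 for T7 against E17. They were 0 (without the first E14 replicate) to 312 for E17 against E14 and 727 to 1201 for E17 against E11, and 0 throughout for the difference between changes (507 at an unadjusted p under 0.05).

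Set p-values against Huh6 ran from 8.21e-06 to 1.87e-04 for HOX, 1.26e-13 to 1.05e-07 for ribosomal protein, 0.00703 to 0.0176 for cytochrome P450 and 2.16e-09 to 3.07e-08 for MTRNR2L genes. From T1 to T7 they ran from 0.326 to 0.803 for HOX, 0.0139 to 0.0908 for cytochrome P450 and 0.00101 to 0.0325 for MTRNR2L genes. Ribosomal protein genes ran from 0.0153 without the second T1 replicate to 0.381 without the third T1 replicate, where the direction was reversed. The ratio of distances of T7 ran from 0.330 to 0.910 (without the second E17 replicate), the spread of day 1 from 1.35 (without the first E11 replicate) to 4.01, and the ratio by day from 1.46 to 2.24.

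Of 107 results for single genes, the alternatives gave 1015 values, of which 953 kept the direction and call, 62 lost the call and 0 were reversed. Leaving out each library gave 1524 values, of which 167 lost the call and 1 gained it. Not run were hemoglobin genes left out (1 of the listed names was known in the chick table), the list of vessel genes (HGF/SF only) and the MTRNR2L set with pseudogenes summed.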

Differences from the paper's values

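A gap is called closed below where a count, or a fold, came within 1.5 times of the paper's value, or a log2 fold change within 1 standard error of it, which can leave part of the difference standing.

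For human genes higher at T1 than in Huh6, the count was 2144 against the paper's 3363. The paper's text names no day for this number, and setting it against T1 is a choice made here. The counts higher at T4 (2905) and T7 (3000) came within 1.5 times of it. The paper's count of lower genes was nearest to that at T1 (803, against 1428 at T4 and 1665 at T7). Of the alternatives set before the data were examined, the adjusted p alone (2485), total counts (3129), every gene with at least 1 count (3278), the replicate block (2505) and DESeq2 without (2330) and with shrinkage (2280) came within 1.5 times of the paper's count, all of them below it, and the others did not. DESeq2 with shrinkage and all genes with any count, chosen after seeing the values, gave 3125. Between T7 and Huh6, 4665 human genes were called against the paper's more than 6000. Of the alternatives set before the data were examined, the adjusted p alone (6869) and every gene with at least 1 count (6521) passed that number, and the others did not. Shrinkage with any count, chosen after seeing the values, gave 5867.

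For T7 against T4, human genes called were 0 (553 at an unadjusted p under 0.05) against the paper's 15. Every gene with at least 1 count (12) and DESeq2 without (11) and with shrinkage (12) closed the gap, the other alternatives set before the data were examined did not, and shrinkage with any count, chosen after seeing the values, gave 15. Chick genes called were 1 against the paper's 139, and none of the alternatives set before the data were examined closed the gap. Days compared over tumor and normal CAM pooled, with shrinkage, chosen after seeing the values, gave 136.

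For T4 against T1, human genes higher were 0 against the paper's about 200 in Fig. 3, read by eye, and genes lower 0 against about 41 in Fig. 3, read by eye (2093 in all at an unadjusted p under 0.05). DESeq2 without (194 and 41) and with shrinkage (201 and 44) closed both gaps, no other alternative set before the data were examined did, and shrinkage with any count, chosen after seeing the values, gave 180 and 36. For T7 against T1, human genes higher were 280 against the paper's about 510 in Fig. 3, read by eye, and lower 92 against about 260 in Fig. 3, read by eye. Every gene with at least 1 count (451 and 176), the replicate block (529 and 229), DESeq2 without (533 and 259) and with shrinkage (515 and 252) and only the 2 groups compared (587 and 286) closed both gaps, and the other alternatives set before the data were examined did not. Shrinkage with any count, chosen after seeing the values, gave 501 and 250.

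Chick genes lower were 36 for T4 against T1, against the paper's about 77 in Fig. 3, read by eye. The adjusted p alone (55), every gene with at least 1 count (54) and DESeq2 without (84) and with shrinkage (64) closed the gap, and the others set before the data were examined did not. Shrinkage with any count (69), with all 18 libraries (66) and with days pooled (82), all chosen after seeing the values, also did. For T7 against T1 they were 189 against about 330 in Fig. 3 of the paper, read by eye. The adjusted p alone (435), total counts (224) and DESeq2 without shrinkage (259) closed the gap, the others set before the data were examined did not, and days pooled, chosen after seeing the values, gave 320.

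*RPL41* was 3.79-fold lower at T7 than in Huh6, against the paper's 13.3-fold, and none of the alternatives set before the data were examined closed the gap. The gene whose mean matches the paper's entry for RPL41 in Supplementary Table 1, found after seeing the values, is *AC090498.1*, with a log2 fold change of -3.94 against the paper's -3.74.

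Log2 fold changes from Huh6 to T7 differed from the paper's Supplementary Table 1 for *MTRNR2L8* (8.89 against the paper's 8.35) and *HOXC12* (6.95 against 6.18). Those from T1 to T7 differed from Supplementary Table 2 for *KIAA0040* (-3.74 against the paper's -3.09). DESeq2 with shrinkage gave 8.24, 6.02 and -2.98 and closed all of these gaps, as did the replicate block for *MTRNR2L8* (8.62), and the other alternatives set before the data were examined did not. Leaving out the fourth Huh6 replicate, which that block comes close to, gave 8.61 for *MTRNR2L8*. With any count, chosen after seeing the values, shrinkage gave 8.31, 6.13 and -3.03.

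For chick genes from T1 to T7, compared with the paper's Supplementary Table 3, the log2 fold change was 3.03 for *KRT4* against the paper's 4.95, 2.99 for *TGM4* against 4.65, 5.52 for *KRT6A* against 4.5, 3.19 for *COL17A1* against 4.36, 1.66 for *KRT15* against 4.01 and -6.63 for *LOC420770* against -4.47. None of the alternatives set before the data were examined closed these gaps, and for *LOC420770* shrinkage with all 18 libraries, chosen after seeing the values, gave -4.16. Of several comparisons tried after seeing the values, E17 against E11 (shrinkage with all 18 libraries and any count) gave a median absolute difference from the table of 0.0427 over 33 genes, 31 of them within 0.25, against 1.37 for T7 against T1.

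Between CAM with tumor and normal CAM, log2 fold changes differed from the paper's Supplementary Table 13 for *C3d* (2.72 against the paper's 2.34914), *COL22A1* (3.75 against 2.51185), *HHIP* (3.46 against 2.46835), *IL7R* (3.04 against 2.58109), *LOC100857892* (3.09 against 2.15048), *PDLIM3* (-2.25 against -1.78484) and *PDZD2* (-1.24 against -1.05138). DESeq2 with shrinkage (2.33, 1.98, 1.98, 2.64, 2.02, -1.69 and -1.15) came within 1 standard error of the paper's value for each, though for *COL22A1* and *HHIP* it fell well below that value. Total counts did for *PDLIM3* (-2.15) and *PDZD2* (-1.19), the replicate block for *PDLIM3* (-2.11) and no day term for *PDZD2* (-1.17), and the other alternatives set before the data were examined closed none. Shrinkage without a day term and with any count, chosen after seeing the values, gave 2.35 for *C3d*, 2.46 for *HHIP*, 2.57 for *IL7R*, 2.14 for *LOC100857892*, -1.78 for *PDLIM3* and -1.05 for *PDZD2*, also closed the gap for *COL22A1*, and called 382 genes, 372 of them among the table's 384.

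The tumor and CAM samples held a mean of 20.2 M counts on genes, against the paper's 40 M raw reads, and no alternative bears on this.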

Other observations

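In this part, the tests by regrouping the samples (other than those of the sterol and fatty acid lists), of depth at day 1, of length at T1 and of shared reads in sterol genes were chosen only after the results were seen.

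Ribosomal protein genes were lower at T7 than in Huh6 mainly where they share sequence with other genes. Across the 79 genes, Spearman's rho between the log2 fold change and the percent of own 50-mers was 0.50 (permutation p = 1e-05, the smallest that the permutations can give; genes are not independent replicates). The rule for reading the next test was changed after its value was seen. The 17 genes with at least 95% own 50-mers had a median at percentile 40.5 of random lists matched on expression, so reads shared with pseudogenes may explain the fall of the list. Length alone argues less well, since the list was lower than length-matched genes by 0.30 on the log2 scale (-0.30, percentile 0.35). Of the 35 splits of the 7 samples, 17 gave a set p as small as the 6.08e-11 found by camera without summed counts.

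Over the coding genes, the log2 fold change from Huh6 to T7 had a rho of -0.17 with GC content and of 0.31 with transcript length, against -0.26 and 0.38 from T1 to T7 and -0.021 and 0.12 from Huh6 to T1. GC content is therefore not a likely cause of the calls against Huh6. The layouts differ at T1 as they do at T7, so the weak trend with length at T1 makes layout an unlikely source of the trend at T7. A bias with length that arises between T1 and T7 stays open, as does a biological change. For T1, T4 and T7 against Huh6, 1 of the 35 splits gave as many called genes in each comparison, although other splits reached 2805, 3494 and 3769.

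For the sets against Huh6, 3 of 35 splits gave a p as small for HOX genes, 2 for cytochrome P450 genes, 1 for MTRNR2L genes, 7 for the fatty acid list and 1 for the sterol list. Between T1 and T7, 1 of 10 splits gave as many human genes, and a p as small came from 8 for HOX, 10 for ribosomal protein, 1 for cytochrome P450, 3 for MTRNR2L, 1 for fatty acid and 5 for sterol genes. With 10 splits the share cannot fall under 0.1. For human T4 against T1 and T7 against T4, where no gene was called, the counts at an unadjusted p under 0.05 were 2093 and 553, and 1 and 2 of the 10 splits gave as many.

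In the chick counts, 1 of 10 splits gave as many genes for T4 against T1, T7 against T4, T7 against T1, T4 against E14, T7 against E17, E17 against E14 and E17 against E11. For T1 against E11 it was 2 of 10, the other with 1030 genes. For CAM with tumor against normal CAM it was 1 of 100. The difference between the changes from day 4 to day 7 had 0 genes and 507 at an unadjusted p under 0.05, and 47 of 100 splits gave at least 507.

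Of the 327 chick genes called higher in CAM with tumor, 168 had a human gene of the same name. For 133 of these (79.2%) the human gene had fewer counts in the tumor libraries, which makes human reads counted on chick genes an unlikely source of their rise. For the others, such as *COL2A1* (145803 human and 3128 chick counts), and for genes without a shared name, this comparison cannot exclude it. Whether depth adds to the spread at day 1 stays open. Distance was taken on the first component from the median of the 6 day 1 libraries, not from the mean of each group. By it, 1 of the 2 farthest was among the 2 with the lowest totals, which is near what chance gives. The farthest, the third T1 replicate, had the fewest counts (3580977). The first E11 replicate had the most (22446476), and without it the spread of day 1 fell from 3.10 to 1.35 times that of later days.

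The lists for sterol synthesis and for fatty acid oxidation were written after results had been seen, and 4 of 24 and 3 of 22 of their genes are in the paper's Supplementary Tables 1 and 2, so they are not independent evidence. Sterol genes had a median log2 fold change of -2.30 from Huh6 to T7, with 21 of 24 called (p = 3.74e-17 by camera, 0.00268 with the estimated correlation and 1.85e-08 by fry). The 22 with at least 95% own 50-mers had the same median, -2.30, so shared reads are an unlikely cause, and culture and layout stay open. A further fall from T1 to T7 depended on the method (p = 0.00673 by camera, 0.220 with the estimated correlation and 0.0758 by fry), and the requirement of a fry p under 0.05 was added after these values were seen.

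For genes that the paper measured as protein, *AFP* was at 4.63 ± 1.83 CPM in Huh6 (SD, n = 4), 5.36 ± 5.13 at T1, 17.7 ± 6.21 at T4 and 38.0 ± 13.6 at T7 (SD, n = 3 each), with a log2 fold change of 3.04 from Huh6 to T7 (adjusted p = 7.43e-04) and 2.78 from T1 to T7 (adjusted p = 0.0318, edgeR). *MKI67*, *CTNNB1*, *EPCAM* and *KRT19* were not called in either comparison, with log2 fold changes from Huh6 to T7 of 0.09, 0.46, -0.45 and -1.21.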
